# Destabilization of β Cell FIT2 by saturated fatty acids alter lipid droplet numbers and contribute to ER stress and diabetes

**DOI:** 10.1073/pnas.2113074119

**Published:** 2022-03-07

**Authors:** Xiaofeng Zheng, Qing Wei Calvin Ho, Minni Chua, Olga Stelmashenko, Xin Yi Yeo, Sneha Muralidharan, Federico Torta, Elaine Guo Yan Chew, Michelle Mulan Lian, Jia Nee Foo, Sangyong Jung, Sunny Hei Wong, Nguan Soon Tan, Nanwei Tong, Guy A. Rutter, Markus R. Wenk, David L. Silver, Per-Olof Berggren, Yusuf Ali

**Keywords:** FIT2, lipid droplets, pancreatic β cells, ER stress, diet-induced diabetes

## Abstract

Western-type diets are linked to obesity and diabetes partly because of their high–saturated fatty acid (SFA) content. We found that SFAs, but not unsaturated fatty acids (USFAs), reduced lipid droplets (LDs) within pancreatic β cells. Mechanistically, SFAs, but not USFAs, reduced LD formation by inducing S-acylation and proteasomal, mediated degradation of fat storage–inducing transmembrane protein 2 (FIT2), an endoplasmic reticulum (ER) resident protein important for LD formation. Targeted ablation of FIT2 reduced β cell LD numbers, lowered β cell ATP levels, reduced Ca^2+^ signaling, dampened vesicle exocytosis, down-regulated β cell transcription factors, up-regulated unfolded protein response genes, and finally, exacerbated diet-induced diabetes in mice. Subsequent mass spectrometry studies revealed increased C16:0 ceramide accumulation in islets of diet-induced diabetes mice lacking β cell FIT2. Inhibition of ceramide synthases ameliorated the enhanced ER stress and improved insulin secretion. FIT2 was reduced in mouse diabetic islets, and separately, overexpression of FIT2 increased the number of intracellular LDs and rescued SFA-induced ER stress and apoptosis, thereby highlighting the protective role of FIT2 and LDs against β cell lipotoxicity.

## Significance

With obesity on the rise, there is a growing appreciation for intracellular lipid droplet (LD) regulation. Here, we show how saturated fatty acids (SFAs) reduce fat storage–inducing transmembrane protein 2 (FIT2)–facilitated, pancreatic β cell LD biogenesis, which in turn induces β cell dysfunction and death, leading to diabetes. This mechanism involves direct acylation of FIT2 cysteine residues, which then marks the FIT2 protein for endoplasmic reticulum (ER)–associated degradation. Loss of β cell FIT2 and LDs reduces insulin secretion, increases intracellular ceramides, stimulates ER stress, and exacerbates diet-induced diabetes in mice. While palmitate and stearate degrade FIT2, unsaturated fatty acids such as palmitoleate and oleate do not, results of which extend to nutrition and diabetes.

Numerous studies show that saturated fatty acids (SFAs), but not unsaturated fatty acids (USFAs), trigger endoplasmic reticulum (ER) stress, cell dysfunction, and apoptosis in a myriad of cell types (1–4), including the pancreatic β cell. β cell vulnerability to free fatty acids (i.e., lipotoxicity) reduces insulin provision and leads to diabetes (5). As with most eukaryotic cells, β cells possess the ability to generate lipid droplets (LDs) from the ER (6). Beyond mere storage containers for de novo–assembled neutral lipids and cholesterol esters (7–9), LDs were shown to act as hubs for innate immune defense, modulators of nuclear function, and sites for protein storage and trafficking (10–12). The number of LDs present in a cell can dictate its energy rate, inflammation state, resistance to pathogens, ER stress, and cell death. LD biogenesis is a complex process involving many different ER resident enzymes, including those that are involved in the synthesis of neutral lipids and cholesterol esters such as diacylglycerol transferases (13). However, LD budding from the ER is largely regulated by a conserved tripartite ER protein machinery comprising of seipins, perilipins, and fat storage–inducing transmembrane proteins (FITs) (14, 15). A modification in each of these proteins affect LD budding from the ER (13).

Despite considerable attention and the link to many diseases, the contribution of LDs to β cell dysfunction and diabetes is just beginning to emerge. LDs are present in β cells, with notable differences in numbers between rodent and human β cells and in increasing numbers as β cells age (16). Prompted by our underpinning observation of a significant change in LD number between murine β cells exposed to SFAs with those exposed to USFAs, we looked at how SFAs may directly influence LD numbers in β cells and, in turn, how this regulation impacts β cell function and whole-body glucose homeostasis. We uncovered a mechanism by which SFAs reduce LD numbers, which involves the ubiquitously expressed FIT2/FITM2, with subsequent impact on β cell function, survival, and overall glucose homeostasis. FIT2 belongs to a unique family of evolutionarily conserved ER resident, 6-transmembrane domain, protein with its only other member being muscle cell–restricted FIT1/FITM1 (17–21). FIT2, a critical protein for LD formation, has been shown to promote ER lipid coalescence and LD formation, a function that is likely linked to its catalytic lipid phosphatase activity (15, 18, 22, 23). More recently, FIT2 was implicated in ER protein dysregulation, ER structure maintenance, and the maladaptive ER response in both yeast and mammalian cells (23, 24). Despite this, the role and importance of FIT2 in β cell LD formation, β cell function, and survival, especially during lipotoxicity, remains unknown.

Herein, we confirmed the presence of FIT2 in β cells of mouse islets and show that palmitate induces proteasomal degradation of FIT2 through direct palmitoylation. This loss, mimicked in mice with β cell–specific deletion of FIT2 (βFIT2KO), resulted in reduced β cell LD numbers and diet-induced diabetes, with exacerbated glucose intolerance due to a reduced insulin secretory response. We also observed ceramide accumulation, a key driver of β cell ER stress, in islets from βFIT2KO mice, and inhibition of ceramide synthase improved insulin secretion in βFIT2KO islets. Rescue of FIT2 in MIN6 cells, through overexpression, partially restored LD biogenesis, reduced ER stress, and ameliorated SFA-mediated β cell apoptosis (i.e., lipotoxicity). Beyond providing a conceptual advance in our understanding of how diet impacts the β cell, this study highlights the restoration of LD formation as a potential way of preserving normal β cell function in obesity.

## Results

### Palmitate and Stearate Reduce β Cell FIT2 Protein Levels.

To recapitulate β cell vulnerability to SFAs, we first exposed clonal MIN6 cells (25) to physiologically relevant levels of either oleate (300 µM) or palmitate (300 µM) (26). Exposure to oleate increased LD numbers, whereas exposure to palmitate did not (Fig. 1 *A* and *B*). Of the different LD regulatory proteins tested, the expression of only FIT2 was significantly reduced by palmitate (16:0) and stearate (18:0) compared with bovine serum albumin (BSA)–treated control cells. This reduction corresponded with a significant increase in C/EBP homologous protein (CHOP/DDIT3) protein levels, a major downstream proapoptotic arm of the maladaptive ER stress response. FIT2 protein reduction was not seen with chain-length, equivalent USFAs, palmitoleate (16:1), and oleate (18:1), in which levels, increased with USFA treatment (Fig. 1*C* and *SI Appendix*, Fig. S1 *A*–*D*), in line with previous observations with perilipin 2 (27). Seipin remained relatively unchanged after either SFA or USFA treatment. FIT2 protein was also reduced (threefold) in pancreatic islets from obese and diabetic *db*/*db* mice, compared with their nondiabetic littermates (in which FIT2 messenger RNA [mRNA] colocalized with insulin-positive, pancreatic β cells) (Fig. 1 *D* and *E* and *SI Appendix*, Fig. S1*E*), supporting an earlier reported reduction in β cell LD numbers in diabetic mice (16).

**Fig. 1.**
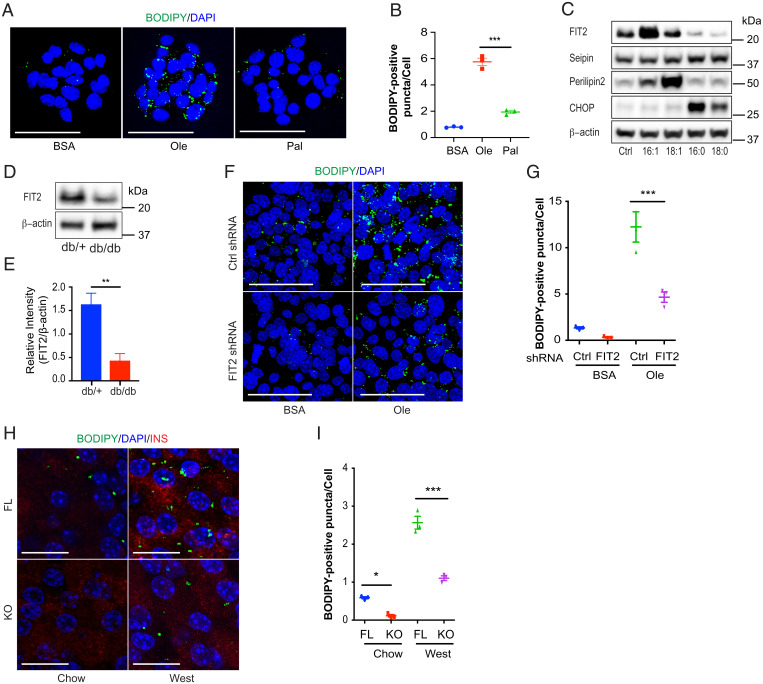
FA-mediated changes in β cell LD numbers relates to FIT2 protein abundance. (*A*) BODIPY staining of LDs in MIN6 cells treated with BSA, oleate, or palmitate (300 µM) for 24 h. LDs are stained with BODIPY (green) and nuclei stained with DAPI (blue). Images shown are maximum intensity projections. (Scale bar, 50 µm.) (*B*) Quantitation of BODIPY-positive puncta per cell using Image J. (>500 cells from three independent experiments were analyzed per group). (*C*) Representative immunoblot of several LD formation proteins after MIN6 cells were treated with 300 µM palmitoleate (16:1), oleate (18:1), palmitate (16:0), stearate (18:0), or BSA (control) for 24 h. (*D* and *E*) Representative immunoblot and semiquantitation of FIT2 protein in islets isolated from db/+ and db/db mice (16-wk-old male, *n* = 4). (*F*) BODIPY staining of LDs in control (Ctrl shRNA) or FIT2 knockdown (FIT2 shRNA) MIN6 cells treated with BSA or 300 µM oleate for 48 h. LDs were stained with BODIPY (green), and nuclei were stained with DAPI (blue). Images shown are maximum intensity projections. (Scale Bar, 50 µm.) (*G*) Quantitation of BODIPY-positive punctae per cell using Image J. BSA-treated control (Ctrl shRNA, blue) or FIT2 knockdown (FIT2 shRNA, red) and oleate-treated (300 µM) control (Ctrl shRNA, green) or FIT2 knockdown (FIT2 shRNA, purple) (>1,000 cells from three independent experiments were analyzed per group). (*H*) BODIPY staining of LDs in pancreas sections of chow-fed, floxed control (FL, blue) and βFIT2KO (KO, red) and western diet (West, 25 wk)–fed, floxed control (FL, green) and βFIT2KO (KO, purple). LDs were visualized using a BODIPY stain (green). β cells were stained with insulin (red) and nuclei stained with DAPI (blue). Images shown are maximum intensity projections. (Scale bar, 25 µm.) (*I*) Quantitation of BODIPY-positive puncta per cell using Image J (*n* = 3, ≥9 islets from three mice were analyzed per group). Values shown are mean ± SEM; *P < 0.05; **P < 0.01; and ***P < 0.001 (*B*: one-way ANOVA with Tukey’s post hoc test, *D*: two-tailed Student's *t* test, and *G* and *I*: two-way ANOVA with Šidák post hoc test).

Next, we generated MIN6 cells lacking FIT2 (Fit2 short hairpin RNA [shRNA] cells) (*SI Appendix*, Fig. S1*F*) and mice with β cell FIT2 deletion (βFIT2KO) (*SI Appendix*, Fig. S1 *G* and *H*). FIT2 down-regulation significantly reduced LD number in both MIN6 cells (compared with scrambled, small interfering RNA [siRNA]–treated cells) (Fig. 1 *F* and *G*) and in βFIT2KO mouse islets (compared with floxed control mouse islets) (Fig. 1 *H* and *I*), the latter exacerbated by a moderate SFA western diet (saturated fat accounts for 40% of total energy). Taken together, these results suggest that the loss of FIT2 protein in β cells correlates with a failure to accumulate LDs, as observed with LDs in human β cells (16).

### Loss of β Cell FIT2 Results in Mild Glucose Intolerance.

Given that β cell FIT2 levels were lowered following SFA exposure, we determined whether this change might impact whole-body glucose homeostasis. Here, we focused on 12-wk-old male mice. Concerns of RIP-Cre “leakiness” (28) was addressed by showing no significant change in *Fit2* mRNA expression in βFIT2KO extrapancreatic tissues (*SI Appendix*, Fig. S1*I*). There were no changes in intraperitoneal glucose tolerance test (IPGTT) and insulin tolerance test (ITT) in the control mouse lines, except for the well-documented glucose excursion increase in RIP-Cre mice (29), and yet, comparatively, 12-wk-old βFIT2KO mice displayed a mild, but significant, glucose intolerance compared with the line with the Cre transgene alone (Fig. 2 *A* and *B*).

**Fig. 2.**
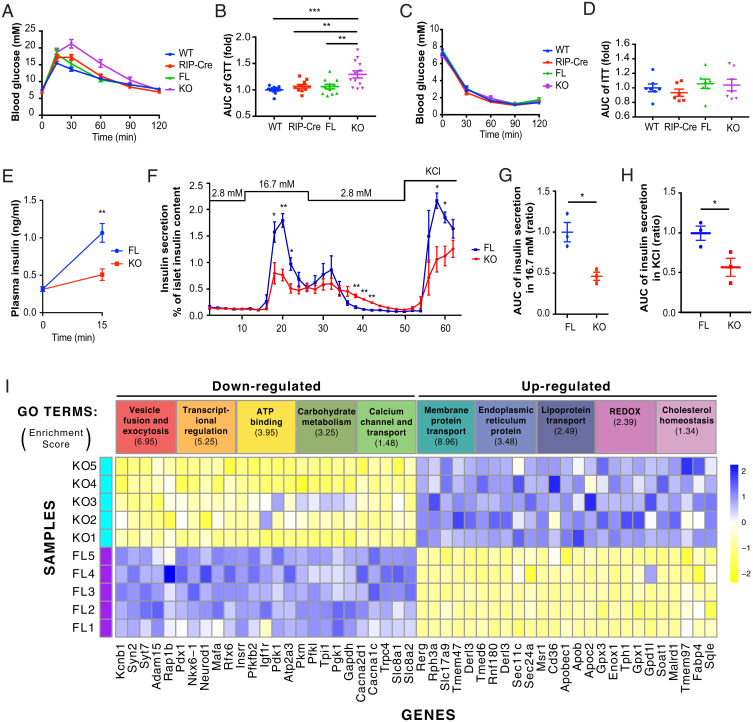
Glucose homeostasis and β cell function is impaired in βFIT2KO mice. Intraperitoneal glucose tolerance test (GTT) of age-matched, chow-fed, floxed control (FL), βFIT2KO (KO), rat insulin II promoter Cre recombinase (RIP-Cre), and wild-type (WT) mice (12- to 16-wk-old male, *n* = 10 to 13) (*A*) and corresponding area under the curve (AUC) of blood glucose levels from *A* (*B*). Insulin tolerance test (ITT) on FL, KO, RIP-Cre, and WT mice (12- to 16-wk-old male, *n* = 7) (*C*) and corresponding area under the curve (AUC) of blood glucose levels from *C* (*D*). (*E*) In vivo insulin secretion following intraperitoneal glucose administration in floxed control (FL) and βFIT2KO (KO) mice (12-wk-old male, *n* = 7). (*F*) Ex vivo islet glucose-stimulated insulin secretion from floxed control (FL) and βFIT2KO (KO) mice (12-wk-old male, *n* = 3). AUC for insulin secretion at 16.7 mM glucose (*n* = 3) (*G*) and 25 mM KCl from *F* (*H*). (*I*) GO-clustering analysis of down- and up-regulated genes in (βFIT2KO) KO as compared with floxed control (FL) islets (*n* = 5 mice). Enrichment score (≥1.3) of each GO cluster is indicated in parenthesis below each respective term, and five highly significant altered genes for each GO cluster are listed below. The full gene list is provided in Datasets S1 and S2. Values shown are mean ± SEM; *P < 0.05; **P < 0.01; and ***P < 0.001 (*B* and *D*: one-way ANOVA with Tukey’s post hoc test and *E*, *F*, *G*, and *H*: two-tailed Student's *t* test.

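Fig. 2I prints 49 different genes, with Derl3 in 2 clusters. All 49 differed in the printed direction, and 47 passed an adjusted p of 0.05 from limma over all tested genes. The 25 genes printed as lower in KO had log2 fold changes from −1.38 to −0.25 (median −0.45), and the 24 printed as higher had log2 fold changes from 0.26 to 3.59 (median 0.79). In 40 of the 49 genes the FL and KO libraries did not overlap, as they did not in 19.1% of all tested genes, where chance gives 0.79%; these 49 genes were chosen by the paper from the same libraries. The genes that did not pass were Igf1r, at 39.2 ± 4.69 FPKM in FL and 31.1 ± 6.75 FPKM in KO (adjusted p = 0.0884 from limma), and Rap1b, at 131 ± 18 FPKM in FL and 110 ± 10.7 FPKM in KO (adjusted p = 0.0826 from limma; SD, n = 5). Adjusted over the 49 genes alone, all 49 passed, but these genes are the paper's own selection from the same data. With a change of at least 1.5-fold required as well, 23 passed. Igf1r passed when limma estimated sample weights (adjusted p = 0.0136). Of the genes that passed, Tmem97 (adjusted p = 0.0474 from limma) did not without a filter on low FPKM (0.0904), with the replicate number as a block (0.134) or without a trend (0.0539). It also did not in most fits that left out a mouse (up to 0.099). Gpd1l (adjusted p = 0.0243 from limma) did not without a filter (0.0506) or without KO mouse 3 (0.051), nor without FL mouse 1, 2, 3 or 5 (up to 0.0579). With the exact Wilcoxon rank test 40 of the 49 passed, and Pdk1, Pgk1, Tpi1, Cd36, Fabp4, Tmem97 and Gpd1l no longer did.

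Of the clusters lower in KO, ATP binding ranged from Insrr, with a log2 fold change of −1.38, to Igf1r at −0.34. Insrr, a receptor of the insulin receptor family, was at 45.1 ± 0.87 FPKM in FL and 16.7 ± 1.59 FPKM in KO (SD, n = 5). Calcium channel and transport ranged from Trpc4, which fell from 2.68 ± 0.398 to 0.449 ± 0.051 FPKM (SD, n = 5), to Cacna1c. Carbohydrate metabolism ranged from Pfkl, a liver-type phosphofructokinase that fell from 109 ± 9.59 to 55.4 ± 19.3 FPKM (SD, n = 5), to Pkm. One library stood apart from its group for Pfkl, an FL mouse at 91.9 FPKM, for Pkm, an FL mouse at 426 FPKM, and for Pgk1, a KO mouse at 65.1 FPKM. The FL and KO values of Pgk1 and Tpi1 overlapped. Of the clusters higher in KO, 6 genes had a mean under 1 FPKM in FL islets, among them Tph1, Rph3a, Malrd1 and Apob, so that the size of their change rests on the pseudocount. Tph1, which encodes tryptophan hydroxylase, rose from 0.049 ± 0.049 to 11.8 ± 2.65 FPKM (SD, n = 5), with 1 KO mouse at 16.4 FPKM above the others. It belongs to a list of islet genes that respond to lactogenic hormones, of which 14 of 15 were higher in KO. Cd36, whose FL and KO values overlapped, had 1 FL mouse at 13.0 FPKM above the others.

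**Figure D1:**
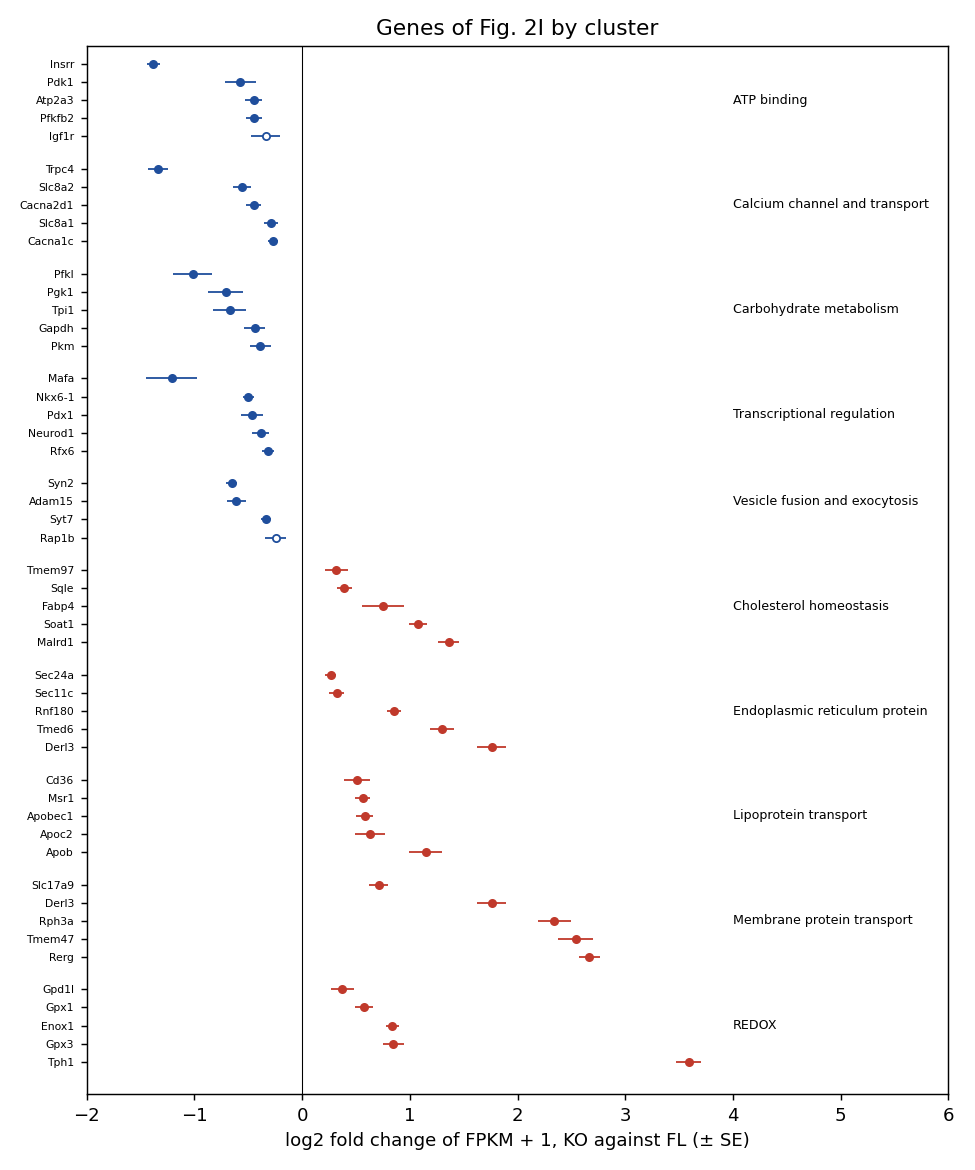
Log2 fold change of FPKM + 1 between KO and FL islets (horizontal axis) for genes printed in Fig. 2I, grouped by the cluster named at the right. Points are the fitted change and bars are ± SE from limma (5 mice per group); filled points passed an adjusted p of 0.05 and the 2 open points, Igf1r and Rap1b, did not.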

The poorer glycemic control in βFIT2KO mice was associated with a significantly muted insulin response to high glucose, both in vivo and ex vivo (Fig. 2 *E* and *F*) and not by changes in peripheral insulin sensitivity (as measured by insulin tolerance test) (Fig. 2 *C* and *D*). There were no discernible differences in islet morphology, composition, pancreas/islet insulin content, and insulin granule morphology between βFIT2KO and floxed control mice (*SI Appendix*, Fig. S2 *A*–*F*). Rather, the muted insulin response in βFIT2KO islets could be partly attributed to an observed reduction in glucose-induced ATP/ADP ratio and a blunted, glucose-stimulated intracellular Ca^2+^ influx (*SI Appendix*, Fig. S2 *G*–*I*). Interestingly, diminished insulin secretion (Fig. 2 *F* and *H*) and Ca^2+^ influx response (*SI Appendix*, Fig. S2 *H* and *J*), following KCl-induced membrane depolarization as well as reduced exocytosis (measured by membrane capacitance), were also observed in βFIT2KO islets (*SI Appendix*, Fig. S2 *K* and *L*). This suggests that mechanisms independent of glucose metabolism may additionally contribute toward the observed reduction in insulin secretion from β cells devoid of FIT2. Comparative RNA-sequencing (RNASeq) and gene ontology (GO) analysis between islet cells from 12-wk-old chow diet–fed βFIT2KO and floxed control mice revealed distinct changes in gene clusters (Datasets S1 and S2) related to 1) vesicle fusion and exocytosis, 2) ATP binding, 3) Ca^2+^ transport, and 4) ER-related genes, as well as 5) a significant down-regulation of transcription factors linked to β cell function (Fig. 2*I* and Datasets S3 and S4). 

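RNASeq was performed on islets of 5 βFIT2KO (KO) and 5 floxed control (FL) mice aged 12 wk, with 1 library per mouse. FL mice carry loxP sites around the gene of FIT2 (Fitm2), and KO mice in addition express Cre recombinase from the rat insulin promoter, which the paper's text does not name for the FL littermates. Islets with Cre and an intact Fitm2 gene are not among the libraries. The libraries were strand-specific, were made from polyadenylated RNA and were read from a single end over 75 nt. The authors deposited 1 table of FPKM, the paper's unit of fragments scaled by exon length and by mapped fragments, for 47340 genes with a column per mouse, which they describe as normalized. The paper's main text does not name the program, the genome build or the way the libraries were scaled, and refers to its SI Appendix, which was not used here. The FPKM of a library summed to between 646233 and 675470 (median 659445) in FL and to between 627084 and 653292 (median 640317) in KO, and no 2 libraries held identical values. FPKM do not give the number of reads, but the values of genes with very few reads move in steps of 1 read, and these steps gave the relative depth. Set against the FL mouse with replicate number 1, the depth was 1.41 to 2.41 times as great in the other FL libraries and 1.51 to 2.06 times as great in the KO libraries.

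Fitm2, listed as ENSMUSG00000048486.6, lies on the minus strand of chromosome 2 from 163466379 to 163472629 in GENCODE release M21 of GRCm38, where the gene carries the same identifier and version. An antisense gene overlaps its 5′ end, and the paper's main text does not name whether reads were counted by strand. Across replicates 1 to 5, Fitm2 was at 16.9, 30.5, 16.5, 37.1 and 15.5 FPKM in FL islets and at 4.56, 4.30, 7.75, 9.13 and 9.00 FPKM in KO islets. Every KO library was below every FL library (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 mice against 5 allow). The log2 fold change of Fitm2 was −1.58 (SE 0.28, adjusted p = 0.00228 from limma with Benjamini-Hochberg adjustment), and it stayed between −1.72 and −1.39 over the 30 alternative settings tried. Islets hold several cell types, and the Fitm2 that was left in KO islets was not assigned to a cell type.

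**Figure D2:**
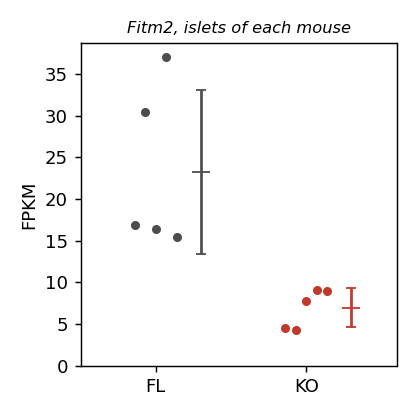
Fitm2 in FPKM (vertical axis, from 0) in islets of FL and KO mice. Each point is 1 mouse, and the bar beside each group is the mean ± SD (n = 5). The KO mice lie between 4.30 and 9.13 FPKM and the FL mice between 15.5 and 37.1 FPKM.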

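Genes were tested with limma on log2(FPKM + 1), with a trend of the variance on the mean and Benjamini-Hochberg adjustment, over the 13065 genes with a mean of at least 1 FPKM in FL or in KO. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. At an adjusted p of at most 0.05, 3333 genes differed between KO and FL islets, of which 2150 were lower and 1183 higher in KO. The first principal component held 34.3% of the variance and separated the KO libraries (scores 20.1 to 25.1) from the FL libraries (scores −23.5 to −21.9). The choice that moved the count most was a required change of at least 1.5-fold, under which 290 genes were lower and 349 higher. Rescaling the libraries by the median ratio left a similar total, with 1685 genes lower and 1544 higher, so the excess of lower genes depended on the scaling.

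Among the genes past the threshold whose FL and KO values did not overlap, the 5 largest rises included Sftpd, at 0.962 ± 0.272 FPKM in FL and 143 ± 25.1 FPKM in KO (SD, n = 5), and Cldn8, at 0.061 ± 0.048 FPKM in FL and 41.9 ± 8.71 FPKM in KO (SD, n = 5). The other 3, Pcsk2, Atp2a2 and Pcsk2os1, are listed at 0 in all 5 FL libraries. In KO libraries Pcsk2 was listed at 948 to 1171 FPKM, Atp2a2 at 670 to 828 FPKM and Pcsk2os1, which is antisense to Pcsk2, at a mean of 23.4 FPKM. The 5 largest falls included Gm3625, Dapl1, Rprml and Cib3. Of these, Gm3625 is annotated with only 102 nt of exon, a length at which FPKM is unstable, while Dapl1 fell from 17.8 ± 3.59 to 3.52 ± 0.678 FPKM, Rprml from 3.77 ± 0.828 to 0.143 ± 0.031 FPKM and Cib3 from 25.4 ± 3.48 to 5.97 ± 0.991 FPKM (SD, n = 5), with 1 FL mouse at 19.4 FPKM below the others. The remaining gene, Chgb, was listed at 648 to 794 FPKM in FL libraries and at 0 in all 5 KO libraries. An exact 0 in this table can be a failed estimate, because Ins1, Ins2, Gcg, Iapp, Chga and Scg2, which islets express strongly, are listed at 0 in all 10 libraries.

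**Figure D3:**
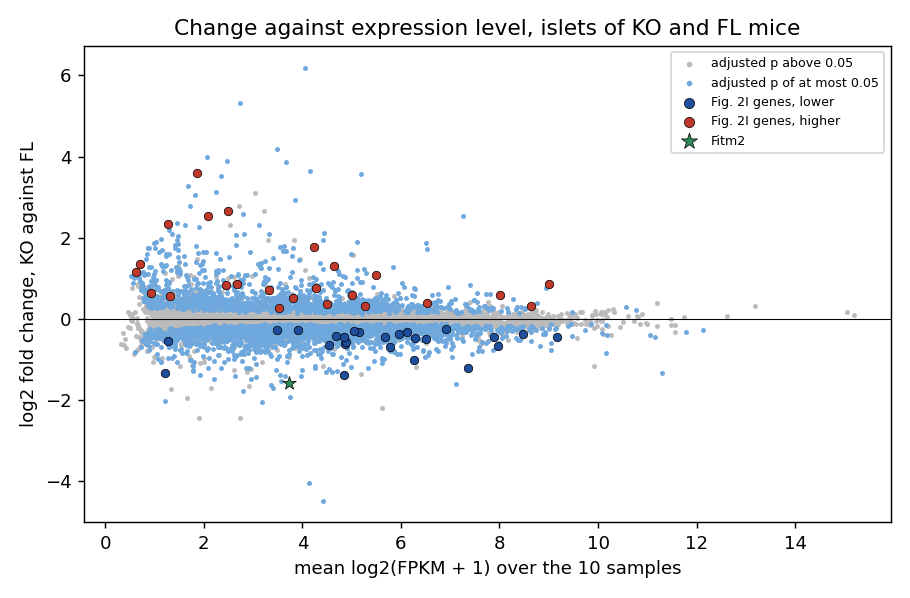
Log2 fold change between KO and FL islets (vertical axis) against the mean log2(FPKM + 1) over the 10 libraries (horizontal axis), with a point for each of the 12933 tested genes above 0 in both groups. Blue points passed an adjusted p of 0.05 and grey points did not, large points are the genes printed in Fig. 2I, and the star is Fitm2.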

Changes in key β cell function/identity genes in islets from βFIT2KO, such as *Pdx1* and *MafA*, were corroborated using real-time qPCR (*SI Appendix*, Fig. S2*M*). Overall, these results support the view that impaired glucose tolerance in βFIT2KO mice is driven by reduced β cell function.

### Loss of FIT2 Exacerbates Diet-Induced Diabetes and Increases β Cell Ceramides and ER Stress.

Next, we metabolically challenged, 5-wk-old βFIT2KO mice with a high–saturated fat, high-sucrose–containing diet (western diet) for a further 25 wk. Plasma glucose concentrations following intraperitoneal bolus glucose (2 g/kg) increased in 30-wk-old, chow-fed mice, and this was significantly exacerbated in aged-matched western diet–fed βFIT2KO mice, suggesting glucose intolerance (Fig. 3 *A* and *B*). Although western diet–fed mice displayed insulin resistance, there were no significant differences between βFIT2KO mice and floxed control mice within each diet group (Fig. 3 *C* and *D*). While no significant changes in fasting-state blood glucose levels were recorded, the fed-state blood glucose levels were significantly higher in western diet–fed βFIT2KO (βFIT2 knockout [KO West]) mice compared with the floxed control mice (FIT2 floxed [FL West]) (Fig. 3*E*). Hyperinsulinemia is a well-established phenotype of diet-induced diabetes, and both western diet–fed, floxed control (FL West) and βFIT2KO (KO West) mice displayed hyperinsulinemia (Fig. 3*F*). Fasting plasma insulin levels were, however, observed to be modestly but significantly lower in βFIT2KO (KO West) mice, a difference that was more pronounced (and significant) following a glucose challenge. Hence, the loss of FIT2 in β cells did significantly compromise compensatory hyperinsulinemia, and while this was not reflected in fasting glucose levels, it was in line with the significantly elevated, fed state glucose levels of western diet–fed βFIT2KO (KO West) mice. Noteworthy, we observed no change in plasma insulin levels 15-min postglucose administration in all western diet–fed mice. Such muted, glucose-stimulated insulin responses in vivo have been described in hyperinsulinemic mice (29). The exacerbated β cell dysfunction in βFIT2KO mice exposed to a western diet was further scrutinized. We observed higher levels of p-IRE1α^+^/insulin^+^ cells and ATF4^+^/insulin^+^ cells in western diet–fed βFIT2KO (KO West) mice compared with the floxed control mice (FL West) (Fig. 3 *G*–*J*), suggesting increased, maladaptive ER stress responses in vivo. As ER stress is an important driver of β cell dysfunction (30, 31), we determined whether β cell FIT2 and LDs played a role in the palmitate-induced ER stress response. p-IRE1α was significantly elevated, with a time-dependent increase in IRE-1, ATF4, and CHOP protein levels in palmitate-treated FIT2 shRNA cells, compared with control cells (Fig. 3*K* and *SI Appendix*, Fig. S3 *A*–*D*). The amplified ER stress response (ATF4, CHOP, and IRE-1 pathways) coincided with reduced insulin secretion (*SI Appendix*, Fig. S3*E*), increased cell death (Fig. 3 *L* and *M*), and a significantly elevated activity of caspase-3/7, suggesting increased apoptosis in FIT2 shRNA cells (Fig. 3*N*). Separately, liquid chromatography–mass spectrometry (LC-MS) analysis of ceramide levels in pancreatic islets isolated from KO West and FL West (fed) mice revealed accumulation of toxic C16 ceramide (Cer d18:1/16:0) in the βFIT2KO islets (Fig. 3*O*). Similarly, there was a modest increase in the ceramide precursor C16 dihydroceramide (Cer d18:0/16:0) (*P* = 0.055) and in other dihydroceramides containing saturated fatty acyl chains, suggesting enhanced de novo ceramide synthesis in islets lacking FIT2. Accumulation of ceramides in β cells was corroborated by immunofluorescence (IF) analysis in βFIT2KO mice (*SI Appendix*, Fig. S3 *F* and *G*), and cotreatment of palmitate with fumonisin B1 (FB1), a pharmacological inhibitor of ceramide synthases, improved insulin secretion (Fig. 3*P*) in islets from βFIT2KO mice and reduced CHOP levels in palmitate-treated MIN6 cells (Fig. 3 *Q* and *R*) (32). Together, these data suggest that ceramide accumulation contributes to enhanced ER stress and dysfunction in western diet–fed βFIT2KO mice.

**Fig. 3.**
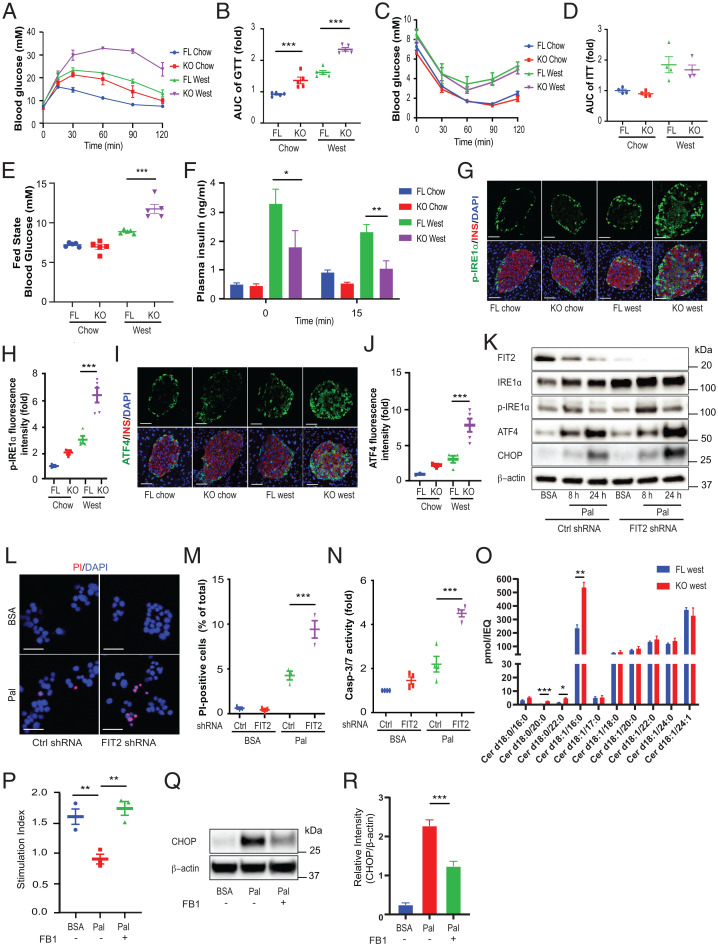
Loss of β cell FIT2 exacerbates ER stress and survival. Intraperitoneal glucose tolerance test on chow-fed, floxed control (FL, blue) and βFIT2KO (KO, red) or western diet (West)–fed, floxed control (FL, green) and βFIT2KO (KO, purple) (30-wk-old male, *n* = 5) (*A*) and area under the curve (AUC) of blood glucose levels from *A* (*B*). ITT on chow-fed, floxed control (FL, blue) and βFIT2KO (KO, red) or western diet (West) –fed, floxed control (FL, green) and βFIT2KO (KO, purple) (30-wk-old male, *n* = 4) (*C*) and AUC of blood glucose levels from *C* (*D*). (*E*) Fed state blood glucose levels of chow-fed, floxed control (FL, blue) and βFIT2KO (KO, red) or western diet (West) –fed, floxed control (FL, green) and βFIT2KO (KO, purple) (30-wk-old male, *n* = 5). (*F*) In vivo insulin secretion following glucose intraperitoneal administration in chow-fed, floxed control (FL Chow, blue) and βFIT2KO (KO Chow, red) or western diet (West) –fed, floxed control (FL West, green) and βFIT2KO (KO West, purple) (30-wk-old male, *n* = 5). (*G* and *I*) Representative immunostain for p-IRE1α and ATF4 (green), insulin (red), and DAPI (blue) in pancreas sections from floxed control (FL) and βFIT2KO (KO) mice treated with either chow or western diet (30-wk-old male). Images shown are maximum intensity projections. (Scale bar, 50 µm.) (*H* and *J*) Quantitation of relative fluorescence intensity of p-IRE1α and ATF4 staining within insulin-positive cells (*n* = 3 to 5 mice, ≥9 islets from each mouse were analyzed per group). (*K*) Representative immunoblot of indicated proteins in control shRNA-transfected or FIT2-stable knockdown MIN6 cells (FIT2 shRNA) in the absence or presence of palmitate (300 µM). (*L*) Representative image of control (Ctrl) shRNA-transfected or FIT2-stable knockdown (FIT2 shRNA) MIN6 cells in the absence (BSA only) or presence of palmitate (300 µM, 24 h) stained for DAPI (blue) and propidium iodide (PI, red). Images shown are maximum intensity projections. (Scale bar, 50 µm.) (*M*) Quantitation of the percentage of PI-positive cells over total number of cells (>1,000 cells from three independent experiments were analyzed per group). (*N*) Measurements of capase-3/7 activity in control shRNA-transfected or FIT2 knockdown (FIT2 shRNA) MIN6 cells in the absence (BSA only) or presence of palmitate (300 µM, 24 h) (*n* = 4). (*O*) Quantitation of different ceramide species in islets from western diet–fed, floxed mice (FL West) and βFIT2KO (KO West) (30-wk-old male) by LC-MS expressed as picomole per islet equivalent (pmol/IEQ) (*n* = 3). (*P*) Ex vivo insulin secretion, represented as stimulation index (16.7 mM/2.8 mM), from βFIT2KO islets treated with FB1 and palmitate. KO islets were pretreated with FB1 (10 µM) for 2 h, followed by palmitate (300 µM) in presence of FB1 for 24 h (five islets from three different mice; *n* = 3 independent experiments). (*Q* and *R*) Representative immunoblot and analysis of CHOP in MIN6 cells treated with FB1 (10 µM) in the presence and absence of palmitate (300 µM, 24 h) (*n* = 4). Values shown are mean ± SEM; *P < 0.05; **P < 0.01; and ***P < 0.001 (*P* and *R*: one-way ANOVA with Tukey’s post hoc test, *F* and *O*: two-tailed Student's *t* test [between 15 and 0 min, FL West and KO West, respectively]), and *B*, *D*, *E*, *H*, *J*, *M*, and *N*: two-way ANOVA with Šidák post hoc test.

### Partial Restoration of FIT2 Levels Rescues LD Biogenesis and Mitigates Palmitate-Mediated Effects in MIN6 Cells.

The role of FIT2 loss in SFA-induced β cell apoptosis was further investigated through its overexpression in MIN6 cells. Cells were transiently transfected with either an expression vector–encoding FIT2 (pcDNA3.1-FIT2) or with a control vector (pcDNA3.1-mock) prior to palmitate (or BSA) exposure. FIT2 levels increased by approximately threefold in FIT2-overexpressing (FIT2-OE) cells treated with BSA compared with control (mock cells) (Fig. 4 *A* and *B*). While palmitate exposure resulted in an ∼95% reduction of FIT2 in control cells (mock transfected), this was partially attenuated in FIT-OE cells (∼50% reduction) (Fig. 4 *A* and *B*). This suggests that overexpression of FIT2 partially compensated for palmitate-induced reduction in FIT2 protein levels. This partial restoration of FIT2 in FIT-OE cells exposed to palmitate led to a significant increase in the number of LDs (Fig. 4 *C* and *D*), suggesting a partial LD rescue and that β cells LDs can be formed following palmitate exposure provided FIT2 is preserved. This rescue corresponded with a reduction in CHOP/DDIT3 protein levels and lowered caspase-3/7 activity in FIT2-OE cells exposed to palmitate (Fig. 4 *E*–*G*). Together, these results suggest that partial compensation of FIT2 loss ameliorates palmitate-induced lipotoxicity in β cells.

**Fig. 4.**
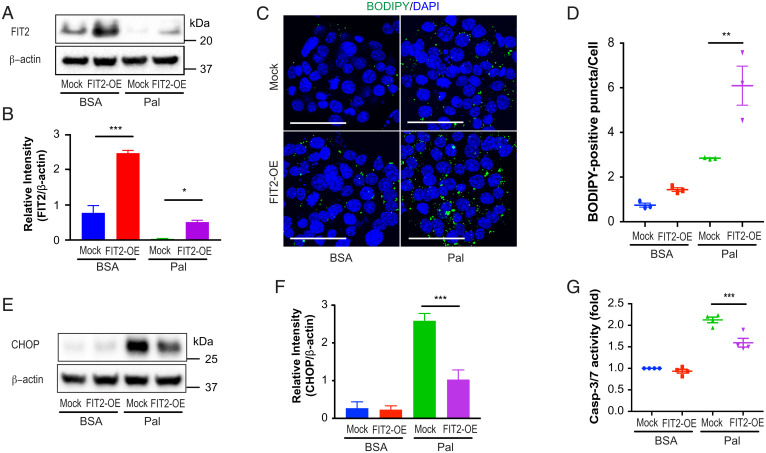
Overexpression of FIT2 in MIN6 cells ameliorates palmitate-induced lipotoxicity. (*A–G*) MIN6 cells were cultured in 6-well plates and transfected with 0.5 µg empty pcDNA3.1 vector (Mock) or pcDNA3.1-FIT2 (FIT2-OE) per well, followed by treatment with BSA or palmitate (300 µM) for 24 h. (*A* and *B*) Representative immunoblot and semiquantitation FIT2 protein levels (*n* = 3 independent experiments). (*C*) LD staining (BODIDY, green) in vector-transfected (Mock) or in FIT2-overexpressing (FIT2-OE) MIN6 cells (nuclei stained with DAPI; blue) in the absence (BSA) and presence of palmitate (300 µM, 24 h). Images shown are maximum intensity projections with a scale bar of 50 µm. (*D*) Quantitation of BODIPY-positive puncta per cell using Image J. (>1,000 cells from three independent experiments were analyzed per group). Representative immunoblot analysis (*E*) and corresponding semiquantitation of CHOP levels (*n* = 4) (*F*). (*G*) Measurements of capase-3/7 activity in control vector-transfected (Mock) or FIT2-overexpressing (FIT2-OE) MIN6 cells in the absence (BSA) or presence of palmitate (300 µM) (*n* = 4). Values shown are mean ± SEM; *P < 0.05; **P < 0.01; and ***P < 0.001 (two-way ANOVA with Šidák post hoc test).

### Palmitoylation and ERAD-C Contribute to FIT2 Protein Loss.

We next sought to elucidate the mechanism(s) that may explain SFA-induced FIT2 loss. The observed, SFA-mediated down-regulation of FIT2 in MIN6 cells was not seen at the transcriptional level (*SI Appendix*, Fig. S4*A*) but was abrogated in the presence of proteasome inhibitor MG132 (Fig. 5 *A* and *B*), suggesting that SFAs modulate FIT2 posttranslational stability. Given that FIT2 is an ER resident protein, we assessed involvement of the ER-associated degradation (ERAD) pathway. The ERAD inhibitor eeyarestatin I (33) partially, but significantly, attenuated palmitate-induced FIT2 loss (Fig. 5 *C* and *D*). Increased association between FIT2 and membrane-associated ring-CH–type finger 6 (MARCH6), a mammalian E3 ligase complex responsible for degradation of the ERAD-cytosolic substrate (ERAD-C) (34), was observed in MIN6 cells treated with palmitate (Fig. 5*E*). Furthermore, MARCH6 down-regulation (∼50%; *SI Appendix*, Fig. S4*B*), but not autocrine motility factor receptor (AMFR) down-regulation, an E3 ubiquitin ligase linked to ERAD-luminal substrate (ERAD-L) pathway (*SI Appendix*, Fig. S4 *C*–*E*), significantly rescued palmitate-mediated FIT2 loss (Fig. 5 *F* and *G*). Taken together, these results suggest ERAD-C, but not ERAD-L, contributes to palmitate-mediated FIT2 degradation.

**Fig. 5.**
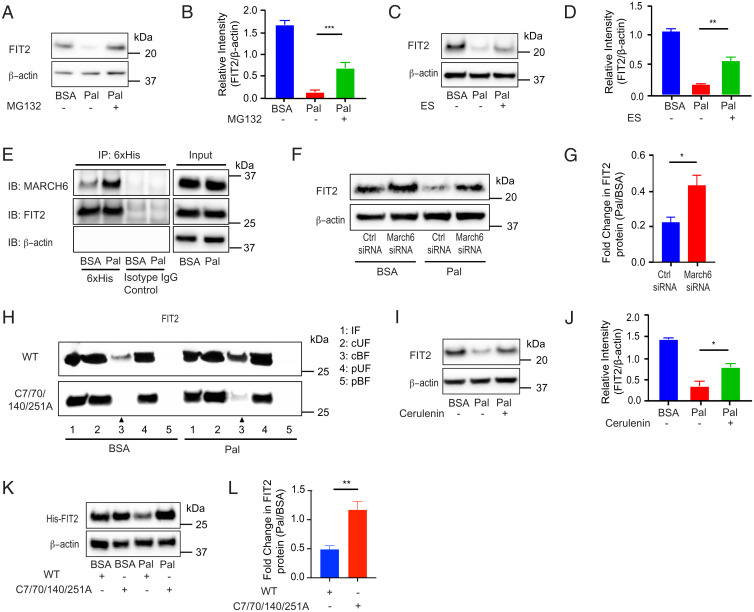
Palmitate-induced reduction of FIT2 protein involves palmitoylation with ERAD-C contributing to its degradation in MIN6 cells. (*A*–*D*) Representative immunoblot analysis and semiquantitation of FIT2 protein in MIN6 cells pretreated with respective pharmacological inhibitors 10 µM MG132 or 10 µM Eeyarestatin (ES) for 2 h, followed by cotreatment with inhibitors in the presence of palmitate (300 µM) for 4 h (*n* = 3). (*E*) Representative immunoblot (IB) for coimmunoprecipitation (IP) of FIT2 and MARCH6 in MIN6 cells in the absence (BSA) and presence of palmitate (Pal, 300 µM, 6 h), following pretreatment with 10 µM MG132 for 2 h. Pull-down of FIT2 using equal amount of input protein was carried out using 6×His antibody (with isotype control), and thereafter, captured proteins were probed for MARCH6 protein using the tGFP antibody. Representative immunoblot analysis (*F*) and semiquantitation of FIT2 protein from serum-starved MIN6 cells (2 h) transfected with scrambled control siRNA (Ctrl siRNA) or siRNA against March6 (March 6 siRNA), followed by treatment with BSA or palmitate (300 µM) for 4 h (*n* = 4) (*G*). (*H*) Representative immunoblot of S-palmitoylation assay on both wild-type (WT) and mutant (C7/70/140/251A) FIT2 under steady-state (BSA) and palmitate (Pal, 300 µM, 6 h) conditions. The increased S-palmitoylation of FIT2 under palmitate conditions (lane 3, CAPTUREome resin cleaved bound fraction [cBF]) was markedly abrogated in the mutant FIT2. Input fraction (IF) and the flowthrough fraction which represents the cleaved unbound fraction (cUF) were collected and analyzed. A separate set of protein lysates (negative control) was treated with acyl-preservation reagent and subjected to incubation with CAPTUREome resin (flowthrough fraction was used as the preserved unbound fraction [pUF], while eluted fraction was used as the preserved bound fraction [pBF]). Representative immunoblot (*I*) and corresponding semiquantitation of FIT2 protein levels in MIN6 cells pretreated with cerulenin (45 µM) for 2 h, followed by cotreatment of cerulenin (45 µM) in the presence of palmitate (300 µM) for 4 h (*n* = 3) (*J*). Representative immunoblot analysis (*K*) and corresponding semiquantitation of FIT2 protein levels in MIN6 cells transfected with pcDNA3.1-FIT2/V5-His (WT) or mutant (C7/70/140/251A), followed by treatment with BSA or palmitate (300 µM) for 24 h (*L*). Values shown are mean ± SEM; *P < 0.05; **P < 0.01; and ***P < 0.001. *B*, *D*, and *J*: one-way ANOVA with Tukey’s post hoc test and *G* and *L*: two-tailed Student's *t* test.

We next tested the possibility that palmitate may directly modify FIT2, given that an in silico analysis (GPS–lipid) (35) showed high probability of fatty acid S-acylation taking place at only four cysteine sites (Cys-7, Cys-251, Cys-140, and Cys-70) (*SI Appendix*, Fig. S4*F*). S-palmitoylation on FIT2 protein was confirmed using two separate, distinct chemistry S-palmitoylation assays, with higher levels of S-acylated FIT2 proteins detected in MIN6 cells exposed to palmitate (Fig. 5*H* and *SI Appendix*, Fig. S4 *G* and *H*. Mutating all four predicted S-acylation sites (Cys to Ala) abrogated palmitate-induced modification under steady-state (BSA) and exogenous palmitate conditions (Fig. 5*H*). To confirm palmitoylation led to FIT2 degradation, cerulenin (a palmitoylation inhibitor) (36) was added together with palmitate. Cerulenin significantly reversed palmitate-mediated FIT2 protein loss (Fig. 5 *I* and *J*).

Given potential off-target effects of cerulenin (37), we tested the stability of FIT2 mutants (C7/251/140/70A) in the presence and absence of palmitate. Single mutation of either cysteine residue tended to abrogate palmitate-induced FIT2 protein loss (*SI Appendix*, Fig. S4 *I* and *J*). However, mutation of all four cysteine residues completely blocked palmitate- (Fig. 5 *K* and *L*) as well as stearate- (*SI Appendix*, Fig. S4 *K* and *L*) mediated FIT2 degradation.

## Discussion

Here, we provide evidence of a fatty acid (FA)–type, specific modulation of an ER resident, LD formation-linked protein, or FIT2 in β cells. Our results show that LD numbers are affected by the types of FA to which cells are exposed and that one pathway responsible for differential toxicity between dietary SFA and USFA (in the form of palmitate and oleate, respectively) involves cellular FIT2 protein stability and the consequent ability of β cells to accumulate LDs. We present a potential mechanism through which SFAs reduce FIT2 levels. Direct palmitoylation of FIT2 lead to increased β cell ER stress response, reduced insulin secretion, and elevated β cell apoptosis, as well as increased susceptibility to diet-induced diabetes. As FIT2 overexpression was able to rescue some LD formation and attenuate palmitate-induced ER stress, we highlight the finding that the β cell’s ability to withstand lipotoxicity is contingent on its capacity to maintain FIT2 and to generate LDs. Future studies will, however, be needed to explore the effects of FIT2 overexpression in vivo.

LDs are an important source for organelle membrane lipids and proteins (38). Mitochondrial lipid uptake from ER is essential for maintaining mitochondrial membrane integrity, which may be affected by the loss of FIT2 consistent with decreased [ATP]/[ADP] ratios (in βFIT2KO islet cells) (39). In addition to reduced cellular ATP, lowered intracellular Ca^2+^ influx was also noted in both high-glucose and high-K^+^–induced conditions, suggesting metabolic, independent changes because compromised Ca^2+^ channel activity and vesicle exocytosis (confirmed by cell capacitance recordings) were recorded in the absence of high glucose. Indeed, RNASeq analysis confirmed that, apart from reduced genes linked to carbohydrate metabolism, there were also reduction of genes linked to β cell transcription factors, vesicle fusion, and exocytosis as well as Ca^2+^ channel transport. 

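Sets of genes for these functions were written down before the FPKM were examined, but after Datasets S1 to S4 had been read, and were tested with limma's camera, with an assumed correlation of 0.01 between genes and adjustment over 19 sets. The genes printed in Fig. 2I were left out, because they had been chosen from the same libraries. Of 15 other glycolysis genes, 8 were lower and 1 was higher in KO at an adjusted p of 0.05, and the median log2 fold change was −0.27, but the set as a whole did not pass the threshold (adjusted p = 0.128 from camera). It did without KO mouse 3 (adjusted p = 0.0115), without a filter on low FPKM (0.0431) and with limma's fry (0.046), in a range up to 0.732 over its alternatives. For 22 other β cell transcription factors, 11 were lower and none higher, with a median log2 fold change of −0.23 (adjusted p = 0.017 from camera). That result moved most when camera estimated the correlation between the genes from the data, which gave an adjusted p of 0.63, within a range of 0.000444 to 0.63 over its alternatives. For 39 other genes of the exocytosis machinery, 7 were lower and 2 higher, and the median log2 fold change of −0.07 was not distinguishable from that of the remaining genes (adjusted p = 0.426 from camera). With fry this set passed as lower (adjusted p = 0.046), in a range up to 0.732 over its alternatives. Of 30 other calcium channels and transporters, 12 were lower and 2 higher, with a median of −0.15 (adjusted p = 0.143 from camera). This last set contains Atp2a2, which is listed at 0 in all 5 FL libraries, and without genes listed at 0 in a whole group, a setting chosen after the data were seen, its adjusted p was 0.0387. With the genes of Fig. 2I put back, glycolysis (adjusted p = 0.00698 from camera) and calcium channels and transporters (adjusted p = 0.00617) passed, and exocytosis did not.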

The reduced expression of β cell transcription factors, such as *Pdx1* (pancreatic and duodenal homeobox 1) and *MafA* (V-Maf avian musculoaponeurotic fibrosarcoma oncogene homolog A), allude to a loss of β cell identity, a characteristic of ER-stressed T2D islets (40). 

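Pdx1, on chromosome 5 of GRCm38 from 147269959 to 147275848 in GENCODE release M21, was at 78.9, 88.4, 89.5, 100.2 and 95.9 FPKM in FL islets across replicates 1 to 5 and at 62.3, 77.4, 74.9, 54.0 and 59.7 FPKM in KO islets. Its mean was 90.6 ± 8.09 FPKM in FL and 65.7 ± 10.1 FPKM in KO (SD, n = 5), a log2 fold change of −0.47 (SE 0.10, adjusted p = 0.00756 from limma). Mafa, on chromosome 15 from 75745490 to 75748228, was at 253 ± 44.4 FPKM in FL and 113 ± 39.1 FPKM in KO (SD, n = 5), a log2 fold change of −1.21 (SE 0.23, adjusted p = 0.00372 from limma). The highest KO value of Mafa, 165 FPKM, was close to the lowest FL value, 177 FPKM, whereas the other 4 FL mice were between 252 and 290 FPKM. For each of the 2 genes the exact two-sided permutation test gave the smallest p that the design allows. A change of at least 1.5-fold was met by Mafa and not by Pdx1. Of the 3 further transcription factors in Fig. 2I, Nkx6-1 fell from 108 ± 5.6 to 76.0 ± 3.99 FPKM, Neurod1, with 1 KO mouse at 44.5 FPKM below the others, from 70.2 ± 5.82 to 53.6 ± 5.3 FPKM and Rfx6 from 35.9 ± 1.62 to 28.7 ± 1.97 FPKM (SD, n = 5). Outside Fig. 2I, Mlxipl, which encodes the carbohydrate response factor ChREBP, fell from 47.2 ± 4.23 to 20.2 ± 1.25 FPKM, Nkx2-2 from 147 ± 9.63 to 96.8 ± 11 FPKM, Insm1 from 133 ± 8.61 to 92.2 ± 7.6 FPKM and Foxa2 from 54.0 ± 4.0 to 37.0 ± 1.43 FPKM (SD, n = 5), each without overlap between FL and KO. Other β cell genes that are not transcription factors were lower as well. On a list chosen after the FPKM had been seen, 10 of 12 had a log2 fold change below 0, with a median of −0.42. From the lower expression of transcription factors such as Pdx1 and Mafa in KO islets, the paper proposes a loss of β cell identity, which it relates to ER-stressed islets in type 2 diabetes.

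**Figure D4:**
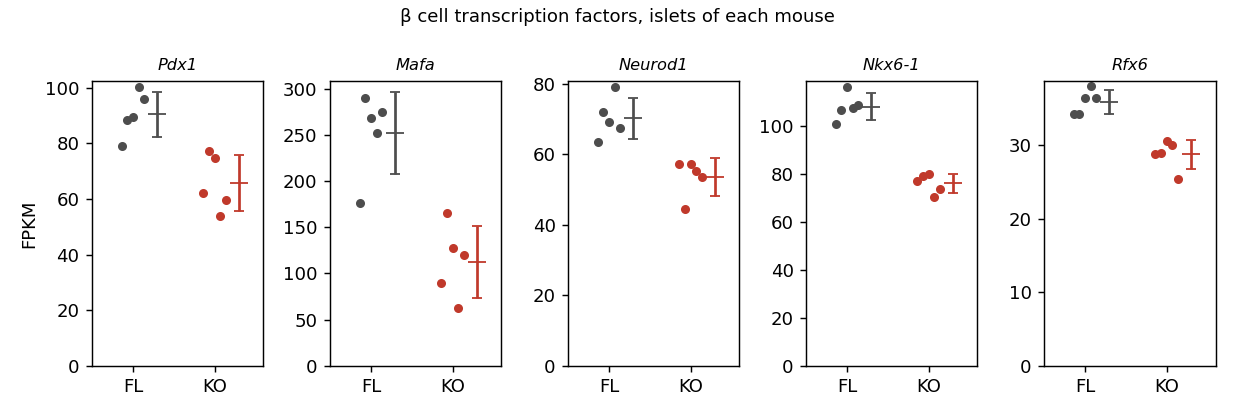
FPKM (vertical axes, each from 0) of the 5 transcription factors printed in Fig. 2I in islets of FL and KO mice. Each point is 1 mouse and the bar beside each group is the mean ± SD (n = 5). For Mafa the KO mice lie between 62.1 and 165 FPKM and the FL mice between 177 and 290 FPKM.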

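Among exocytosis genes, Syt7 was at 77.2 ± 3.56 FPKM in FL and 60.9 ± 2.34 FPKM in KO (SD, n = 5), a log2 fold change of −0.34 (SE 0.05, adjusted p = 0.000467 from limma). Every KO mouse was below every FL mouse. Rab1b, a small GTPase of transport between ER and Golgi, was at 99.1 ± 5.07 FPKM in FL and 91.9 ± 6.05 FPKM in KO (SD, n = 5), with a log2 fold change of −0.11 (SE 0.06) that did not pass the threshold (adjusted p = 0.179 from limma), and the values of the 2 groups overlapped. With sample weights estimated by limma, the log2 fold change of Rab1b was −0.15 and its adjusted p was 0.0456. Rap1b, a different small GTPase that is the gene printed in Fig. 2I, had a log2 fold change of −0.25 (SE 0.10). Of its FL mice, 1 was at 163 FPKM and the other 4 were between 117 and 128 FPKM, against 92.8 to 118 FPKM in KO mice.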

The expression of *Kcnb1* (voltage-dependent K^+^ channel Kv2.1), *Syt7* (synaptotagmin VII), and *Rab1b* (member of RAS oncogene family) were also lower in islets of βFIT2KO mice compared with FL mice. Both KCNB1 and SYT7 play key roles in insulin exocytosis, and their depletion led to impaired insulin vesicle trafficking and secretion in β cells (41, 42). RAP1b is a small GTP-binding protein linked to accentuated insulin exocytosis by GLP-1 and glibenclamide coadministration (43). *Syn2* (syntaxin-2) expression was also lower in βFIT2KO islet cells (versus FL islet cells), but in contrast to KCNB1, SYT7, RAP1b, and all other known β cell syntaxins (e.g., SYN1A, SYN3, and SYN4), a reported loss of SYN2 increased exocytotic events in β cells (44). 

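Syn2, whose symbol stands for synapsin II in the mouse annotation, was at 28.3 ± 1.1 FPKM in FL islets and 17.6 ± 1.06 FPKM in KO islets (SD, n = 5), a log2 fold change of −0.65 (SE 0.05, adjusted p = 6.61e-06 from limma), and all 5 KO mice were below the 5 FL mice. Syntaxin-2 is encoded by Stx2, which was at 12.6 ± 1.49 FPKM in FL and 12.9 ± 2.03 FPKM in KO (SD, n = 5), with a log2 fold change of 0.02 (SE 0.11, adjusted p = 0.896 from limma) whose sign changed when sample weights were used. Of the other syntaxins, Stx1a was at 6.91 ± 0.508 FPKM in FL and 5.9 ± 1.2 FPKM in KO (adjusted p = 0.183 from limma; SD, n = 5), and it passed the threshold as lower in KO with sample weights (adjusted p = 0.0304 from limma) and without KO mouse 2 (adjusted p = 0.0298). Stx3 was at 27.0 ± 1.01 and 26.6 ± 1.56 FPKM (adjusted p = 0.793 from limma) and Stx4a at 45.3 ± 3.86 and 45.8 ± 3.66 FPKM (adjusted p = 0.91 from limma), and neither sign was stable across settings.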

The action of SYN2 suggests redundancy of syntaxins in SNARE complexes. The impact of FIT2 and LD loss on β cell transcription factors and vesicle exocytosis require further investigation, especially since LDs were also shown to regulate nuclear translocation and endosomal trafficking (45).

We also observed significant elevation of ER stress–related proteins, such as p-IRE1α and ATF4 in FIT2KD cells, and in islets of βFIT2KO mice. Corroborating transcriptomic evidence of ER protein and REDOX gene up-regulation in βFIT2KO islets suggests that loss of LDs induces the maladaptive ER stress response in β cells. 

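All 5 genes of the cluster of endoplasmic reticulum proteins in Fig. 2I were higher in KO islets with no overlap between FL and KO mice. Derl3, which encodes a protein of ER-associated degradation, rose from 9.4 ± 2.2 to 33.7 ± 3.48 FPKM (SD, n = 5), a log2 fold change of 1.76 (SE 0.13, adjusted p = 5.23e-06 from limma), and Tmed6 rose from 15.1 ± 2.67 to 38.1 ± 3.42 FPKM (SD, n = 5), a log2 fold change of 1.30 (SE 0.11, adjusted p = 1.46e-05 from limma). The changes of Rnf180, Sec11c and Sec24a were smaller, at log2 fold changes of 0.85, 0.32 and 0.26. In the REDOX cluster, Gpx3 rose from 383 ± 38.2 to 692 ± 91.6 FPKM and Gpx1 from 212 ± 21.4 to 316 ± 29.9 FPKM (SD, n = 5), Enox1 had a log2 fold change of 0.84, and the values of Gpd1l overlapped between the groups because of 1 FL mouse at 25.4 FPKM.

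In the sets without the genes of Fig. 2I, 34 genes of ER translocation and ER-to-Golgi transport had a median log2 fold change of −0.04, which was above 0 under each of the 4 rescalings of the libraries, with 7 genes higher and 2 lower at an adjusted p of 0.05 (adjusted p of the set = 0.128 from camera), and 24 redox enzymes had a median of 0.09, with 2 higher and 2 lower (adjusted p = 0.0586 from camera). Both sets passed the threshold when the genes of Fig. 2I were included (adjusted p = 0.0158 and 0.00623 from camera). Without them, both passed with quantile normalization (adjusted p = 0.0198 for each). The redox enzymes also passed with median-ratio rescaling (adjusted p = 0.0473), the replicate number as a block (0.0393) and without genes listed at 0 in a whole group (0.0475). They passed too without FL mouse 1 (adjusted p = 0.0343), FL mouse 4 (adjusted p = 0.014) or KO mouse 3 (adjusted p = 0.0115). Over all alternatives their adjusted p went up to 0.732. Of 37 other genes of the unfolded protein response, 4 were higher and 6 lower, and the median log2 fold change was −0.01, likewise above 0 under each of the 4 rescalings (adjusted p = 0.277 from camera). With quantile normalization the adjusted p of this set was 0.0548 from camera, as higher in KO. Within that set, Ddit3, which encodes CHOP, rose from 381 ± 48.5 to 638 ± 52.1 FPKM (SD, n = 5), a log2 fold change of 0.75 (SE 0.09, adjusted p = 0.000163 from limma). Atf4 was at 462 ± 15.5 FPKM in FL and 448 ± 14.4 FPKM in KO (adjusted p = 0.496 from limma), a difference whose sign changed under rescaling, and Ern1, which encodes IRE1α, was at 86.1 ± 4.21 FPKM in FL and 91.6 ± 6.72 FPKM in KO (adjusted p = 0.315 from limma; SD, n = 5). With quantile normalization Ern1 passed the threshold as higher in KO (adjusted p = 0.0375 from limma). Hspa5, which encodes the chaperone BiP, was at 1747 ± 86.7 FPKM in FL and 1819 ± 79.6 FPKM in KO (adjusted p = 0.434 from limma; SD, n = 5). ATF4 and p-IRE1α were measured by the paper as proteins, which mRNA values do not report on. Those proteins were measured in insulin-positive cells of older mice fed chow or western diet and in MIN6 cells. These libraries are of whole islets from younger mice fed chow.

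**Figure D5:**
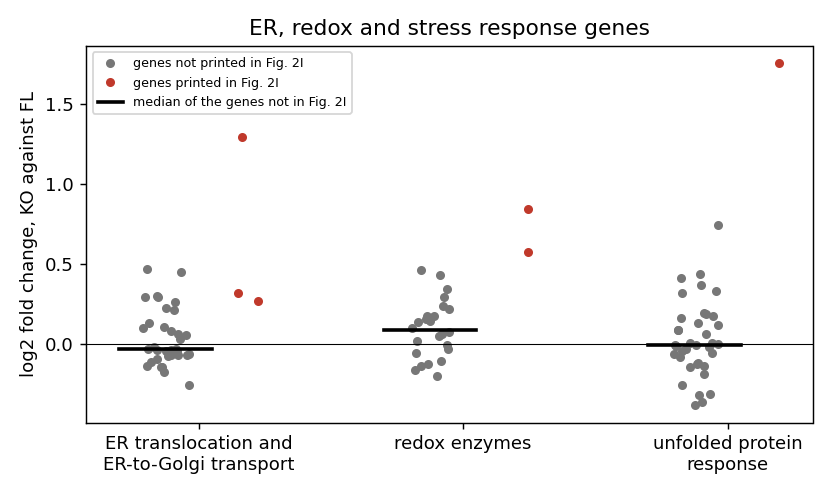
Log2 fold change between KO and FL islets (vertical axis) of the tested genes in 3 sets. Red points are genes printed in Fig. 2I, grey points are the other genes, and black lines are the medians of the grey points, at −0.04, 0.09 and −0.01 from left to right, of which the first and the last were above 0 under rescaling of the libraries. The highest grey point in the unfolded protein response is Ddit3 at 0.75.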

Accumulation of C16:0 ceramides in islets of βFIT2KO mice may also contribute to the observed ER stress and β cell dysfunction, though whether these result from changes in circulatory ceramide levels remains to be established. Nevertheless, a GENEVESTIGATOR search revealed CerS5 and CerS6 to be the most abundant ceramide synthases in pancreatic islets (46). CerS5 and CerS6 generate C16 and C14 chain-length ceramides and are likely responsible for the observed difference in C16:0 ceramide levels in western diet–fed βFIT2KO islets and floxed islets (47, 48). Further inhibition of ceramide synthesis by FB1 ameliorated palmitate-mediated ER stress in MIN6 cells and improved insulin secretion in βFIT2KO islets. When coupled with increased C16:0 ceramides levels in islets that lack FIT2, the data suggests that increased ceramides link β cell FIT2 loss with enhanced ER stress and reduced β cell function, adding to current knowledge of FIT2 loss, leading to ER lipid imbalance and ER dysregulation (23, 24).

We describe here a pathway through which palmitate drives ER stress in β cells, with FIT2 stability and LD accumulation taking center stage. Failure to sequester lipids away from the ER is likely to increase the levels of substrates for the ER-localized enzymes serine palmitoyltransferase and ceramide synthase, thus increasing ER ceramide levels (49, 50). Ceramide accumulation has been suggested to alter ER membrane properties, reduce ER protein export, disrupt ER Ca^2+^ homeostasis, and increase ER stress–mediated apoptosis (51, 52). The latter was confirmed by increased presence of CHOP, a known preapoptotic death signal, in MIN6 cells and in islets lacking FIT2. Thus, under lipotoxic conditions, FIT2 and LDs perhaps function critically to sequester and store FAs in their less toxic, esterified forms thereby preventing ceramides, especially C16:0, from accumulating within the ER.

When LDs are allowed to accumulate in β cells, for example through desnutrin (a triacylglycerol hydrolase) ablation, a similar, blunted glucose-stimulated insulin secretion (GSIS) response was observed (53). These results may seem contradictory to the current findings. However, a significant driver for dysfunction in the desnutrin knockout mice is reduced fatty acid utilization by mitochondria, rather than enhanced β cell ER stress seen in our FIT2 ablation model. So while LD formation and lipid sequestration away from the ER mitigates lipotoxicity, this is perhaps based on the assumption that LD utilization is unaffected. Here, further work is required to delineate the dynamics of LD accumulation, utilization, and turnover, especially since a higher number of LDs has been observed in human diabetic β cells (16). Nevertheless, it is increasingly clear that the formation of LDs, especially during lipotoxic conditions, is critical for preventing ER lipid accumulation and ER stress.

A fundamental mechanism governing LD loss is the posttranslational modification of FIT2 by palmitate (and stearate) and its subsequent degradation in β cells. This may explain the absence of FIT2 in genome-wide association or islet RNASeq-related studies. However, a recent type 2 diabetes meta-analysis study identified an East Asian diabetes-associated loci (RS6017317) directly in the regulatory region of FIT2 (54), and FIT2 lies adjacent to the pernicious and well-described HNF4α loci. The molecular switch of this protein, and a potential therapeutic strategy, likely involves maintaining its protein stability at the ER. Palmitoylation commonly occurs on transmembrane proteins, affecting protein stability and localization (55, 56). Interfering with palmitoylation either pharmacologically or through site-directed mutagenesis reduced palmitate-induced FIT2 degradation, and a similar mechanism was reported in other transmembrane proteins, such as TBC1D3 and CDCP1 (57, 58). We further identified ERAD-C as a contributing pathway to FIT2 degradation. We found increased MARCH6 and FIT2 protein association in the presence of palmitate and reduced FIT2 degradation in MARCH6 knockdown cells, but not in AMFR (ERAD-L) knockdown cells. Mutating predicted, S-acylated cysteine residues abrogated FIT2 palmitoylation and degradation. These results suggest that SFA-mediated S-acylation (palmitoylation) of the FIT2 protein promotes its degradation through a mechanism which involves, but is perhaps not limited to, the ERAD-C pathway. Although we show that the ERAD-L pathway is unlikely to be involved, we do not exclude the involvement of other protein degradation mechanisms. This link between SFA-mediated β cell lipotoxicity and FIT2 degradation impacting LD numbers has not been described previously. Further molecular work correlating the degree of FIT2 palmitoylation with its degradation in both physiology and pathology is required to further our understanding on how FIT2 function is fine-tuned at the protein level.

In conclusion, our results describe a means through which SFAs may disable LD biogenesis in β cells. Palmitoylation of FIT2 leads to its degradation in part through ERAD-C–mediated mechanisms. Beyond FIT2 and the understanding of how SFAs are more damaging than USFAs to cells, our results show that restoration of LD formation, especially in a lipotoxic milieu, such as obesity and diabetes, is of considerable therapeutic value for preventing β cell dysfunction and loss.

## Materials and Methods

### Mice.

β cell–specific FIT2 knockout mice (βFIT2KO, KO) were generated using the Cre-lox recombination system. Mice with floxed FIT2 (FIT2_fl/fl_, FL) (21) were bred with mice expressing Cre-recombinase, under control of the rat insulin promoter [B6.Cg-Tg(Ins2-cre)25Mgn/J]. Male mice were used in all experiments. βFIT2KO and their corresponding, floxed littermates (FIT2_fl/fl_) were fed with western-type (West) diet (D12079B, Research Diets) from 5 wk of age for a further 25 wk. B6.BKS (D)-Leprdb/J (db/db) mice were compared with their age-matched, heterozygous littermates (db/+) at 16 wk. Mice were housed in a facility with a 12-h light–dark cycle and with food and water available ad libitum. All the animal experiments and protocols were approved by the Institutional Animal Care and Use Committee of SingHealth (IACUC SingHealth No. 2013/SHS/816) and of Nanyang Technological University Singapore (A0373).

### Islet Isolation, Dispersion, and Cell Culture.

Mouse pancreatic islets were isolated by perfusing the pancreas through the common bile duct with collagenase, as previously described (59). The isolated islets were dispersed into single cells by incubation with Accutase at 37 °C for 3 to 5 min. MIN6 cells (passages 30 to 35) were cultured as previously described (60). Transient and stable transfections of MIN6 were performed (*SI Appendix*). FAs (palmitate, stearate, oleate, and palmitoleate) were conjugated with FA-free BSA at a 2:1 molar ratio and used at a final concentration of 300 μM.

### Immunoblotting and IF Assays.

Cells and isolated islets were lysed in radioimmunoprecipitation assay (RIPA) buffer supplemented with protease inhibitor mixture. Proteins were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto nitrocellulose membranes with blocking, antibody incubation, and image acquisition (*SI Appendix*). For IF, cryosections of 10 µm thickness from fixed and cryopreserved pancreas were used for IF analysis. Sections were rinsed with Tris-buffered saline (TBS), permeabilized, blocked with 10% normal goat serum plus 0.2% Triton X-100 in TBS for 1 h at room temperature, and incubated overnight with primary antibodies at 4 °C in a humidified atmosphere (*SI Appendix*).

### RNA Extraction, qRT-PCR, RNASeq Library Preparation, and Data Processing.

Total RNA was extracted and reverse transcribed according to the manufacturer’s instructions (*SI Appendix*). Real-time PCR was performed on QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) using Power SYBR Green PCR Master Mix (Applied Biosystems), with intron-spanning primers (Table S1). Pancreatic islets were isolated from mice in quintuplicate. Following overnight recovery, total RNA was harvested using followed by RNASeq library construction (*SI Appendix*). Genes were considered to be significantly and differentially expressed when false discovery rate ≤ 0.05, with fragments per kilobase of exon per million mapped fragments ≥ 1 in one sample group retained for subsequent analysis. 

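Dataset S3 lists the genes that the paper calls lower in KO islets and Dataset S4 those it calls higher, together 2141 genes by the paper's own calls. In the deposited table, all genes of Dataset S3 were among the genes tested and were lower in KO, and 1137 passed an adjusted p of 0.05 from limma. For Dataset S4, 710 genes were tested, 709 were higher in KO, and 602 passed an adjusted p of 0.05 from limma. The exception was Chgb, which is listed at 0 in KO. Adjusted over each list alone, 1298 genes of Dataset S3 and 658 of Dataset S4 passed, but the lists are the paper's calls on these same libraries. With a change of at least 1.5-fold required as well, 256 genes of Dataset S3 and 292 of Dataset S4 passed.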

GO-clustering enrichment analysis was carried out on differential genes using the Functional Annotation tool in DAVID version 6.8 (61, 62), under medium stringency for all default annotation categories except protein domains. We identified significant, clustered groups having group enrichment scores of ≥1.3, with higher scores indicative of more significant, annotated GO clusters.

### Insulin, Intracellular Ca^2+^, and Membrane Capacitance Measurements.

MIN6 cells and pancreatic islets were preincubated at 37 °C for 2 h in low-glucose Krebs ringer bicarbonate buffer prior to insulin secretion assay (*SI Appendix*). To determine islet insulin content, 10 isolated islets were washed twice with ice-cold phosphate-buffered saline and then lysed with RIPA buffer. Insulin and protein content of the lysate were measured using mouse insulin enzyme-linked immunosorbent assay (ELISA) (Mercodia) and bicinchoninic acid assay (Thermo Fisher Scientific), respectively. Pancreatic insulin content was determined following acid extraction (*SI Appendix*). Changes in intracellular Ca^2+^ and membrane capacitance were recorded from intact pancreatic islets using fura2-AM on a fluorescence, wide-field microscope and a standard, whole-cell patch clamp technique, respectively (*SI Appendix*). For in vivo glucose–stimulated insulin secretion and ITT, mice were starved for 6 h with ad libitum access to water and then administered glucose (2 g/kg) or insulin (0.75 unit/kg), respectively. Blood samples were collected from the tail vein prior to, and 15 min after, intraperitoneal injection. Blood glucose was measured in blood samples collected from tail vein using a glucometer (Accu-Chek Performa Nano System). Total blood was centrifuged at 1,000 × *g* for 10 min, and the supernatant (serum) was collected for insulin measurements using mouse insulin ELISA (Mercodia).

### Ceramides Analysis.

Pancreatic islets were prepared (*SI Appendix*) and analyzed using an Agilent 1290 series Ultra-high-performance liquid chromatography system connected to an Agilent 6495 QQQ mass spectrometer after separation on a ZORBAX Eclipse plus C18 column (2.1 × 50 mm, 1.8 µm, 95 Å, Agilent) at 40 °C (*SI Appendix*). Mass spectrometry analysis was performed in positive ion mode with dynamic, scheduled multiple reaction monitoring (MRM). Mass spectrometry settings, LC-MS gradient, and MRM transitions for each lipid class were adapted from a previously published method (63). Data analysis was performed on Agilent MassHunter Quantitative analysis software. Relative quantitation was based on one-point calibration with Ceramide d18:1/8:0. The data were further normalized to the total number of islets in each sample.

### Coimmunoprecipitation, S-acylation, and S-palmitoylation Assays.

MIN6 cells, transiently transfected with pcDNA3.1-FIT2/V5-His, were pretreated with 10 µM MG132 (Cell Signaling Technology) for 2 h and thereafter treated with 300 µM palmitate (BSA-conjugated) for 6 h. For coimmunoprecipitation, GFP-tagged MARCH6 (BC059190) mouse-tagged open reading frame Clone (Origene) was cotransfected with pcDNA3.1-FIT2/V5-His prior to pretreatment (*SI Appendix*). S-palmitoylation assay was performed using CAPTUREome S-Palmitoylated Protein Kit (Badrilla), in accordance with manufacturer’s instruction (*SI Appendix*). For Click-iT Palmitoylation assay, MIN6 cells, transiently transfected with a 6HIS-tagged FIT2 overexpression plasmid, were pretreated with 10 µM MG132 (Cell Signaling Technology) for 2 h; then treated with 200 µM Click-IT Palmitic Acid, Azide (Thermo Fisher Scientific) for 6 h; and thereafter assay was carried out according to manufacturer’s recommendation without modifications (*SI Appendix*).

### Statistical Analysis.

Data tested for normality (Shapiro–Wilk test) are expressed as mean ± SEM. Appropriate statistical analysis using either Student’s *t* test, one-way ANOVA with Tukey’s post hoc test, or two-way ANOVA with Šidák post hoc test were used to determine statistical difference, and *P* values < 0.05 were considered as statistically significant (Prism 7, GraphPad).

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

RNASeq data reported in this paper are publicly available at NCBI Gene Expression Omnibus (accession no. GSE133939) (64). Authors declare no primary datasets and computer codes linked to this study. All other study data are included in the article and/or supporting information.

How the deposited data were processed for this re-analysis (not part of the article)

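Islets of 5 FL and 5 KO male mice, 12 wk old and fed chow, were sequenced with 1 library per mouse. The authors deposited 1 table of FPKM, with a column per mouse, for 47340 genes; 22548 of these are at 0 in all 10 libraries. All columns belong to mapped mice. The reads were not processed again. Of the gene identifiers, 38723 match GENCODE release M21 (GRCm38) with their version and 46841 without it, and coordinates, exon length and GC content were taken from that release. FPKM do not hold the number of reads, so no counting error was computed; relative depth was estimated from the spacing of values under 0.3 FPKM, and this spacing limits what can be said of genes with few reads.

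FL and KO libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 1), over the 13065 genes with a mean of at least 1 FPKM in FL or in KO, with no covariate. The p-values were adjusted by the Benjamini-Hochberg method and genes were called at an adjusted p of at most 0.05. Single genes were also compared with an exact two-sided permutation test, whose smallest p with 5 mice against 5 is 0.00794. Lists of genes were tested with limma's camera with an assumed correlation of 0.01 between genes, without the genes printed in Fig. 2I. These lists were written before the FPKM were examined and after Datasets S1 to S4 had been read, so they are not independent of the paper's calls. Summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

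The genes named were fixed by a rule before the FPKM were examined. They are the genes the paper names for islets, the genes printed in Fig. 2I, members of the lists of genes, and the 5 largest rises and 5 largest falls among called genes whose FL and KO values do not overlap. Genes at 0 in every library of a group are reported as listed at 0, without a fold change.

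The alternatives tried were other pseudocounts (0.1 and 0.01), no filter or stricter filters on low FPKM, rescaling by median ratio, upper quartile, quantiles or to the same sum (TPM), limma without a trend, with robust eBayes or with sample weights, an exact Wilcoxon rank test, the replicate number as a block, other thresholds, leaving out each mouse in turn, and, for lists of genes, fry, an estimated correlation, and the genes of Fig. 2I put back. Added after the FPKM had been seen were the exclusion of genes shorter than 200 nt, the exclusion of genes listed at 0 in a whole group, and a correction for GC content and length per library. The lists of zinc finger genes and of other β cell genes were added then too. The replicate numbers come from the sample titles, and the paper's main text names no pairing of FL with KO mice.

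The procedure was tested on simulated data drawn for each gene on its own from its mean and spread in these libraries, so correlation between genes, which bears on the lists, was not part of it. Of 200 genes given a change, 95% were called and all 190 of those had the right direction, while 8 of 12865 unchanged genes were called. Each change given was larger than 1.5-fold, a size that 639 of the 3333 genes called in the data reached. The 95% therefore does not apply to smaller changes. A list given a change was called and 0 of 18 other lists were. Every gene of that list was shifted alike, by more than the median change of the β cell transcription factors (−0.23). With a GC trend added, 6924 unchanged genes were called before the GC and length correction and 8 after it. Protein, lipid, imaging, electrophysiology and qPCR experiments of the paper, and the gene ontology clustering of Datasets S1 and S2, were not analysed here. The values of 1 gene printed in Fig. 2I are not reported here, though it is part of the counts and ranges.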

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

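The tests of explanations in this part, with the other splits and the GC and length correction, were chosen after the results they bear on had been seen.

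Among 84 genes named in the text or examined with them, each in FL and in KO (168 groups of 5 mice), 11 groups had 1 mouse far from the other 4, where 8.4 would be given by chance. For each, the gap to the nearest other mouse is given as a share of the range of the group. For Rap1b the FL mouse 4 was highest (162.7 FPKM, share 0.757), for Lyz2 the FL mouse 4 was highest (35.2 FPKM, 0.847), for Pfkl the FL mouse 4 was lowest (91.9 FPKM, 0.865) and for Gpd1l the FL mouse 4 was highest (25.4 FPKM, 0.923). Cib3 was lowest in FL mouse 3 (19.4 FPKM, 0.725), Pkm was highest in FL mouse 2 (425.6 FPKM, 0.714) and Cd36 was highest in FL mouse 5 (13.0 FPKM, 0.834). In KO, Neurod1 was lowest in mouse 2 (44.5 FPKM, 0.715), Tph1 highest in mouse 2 (16.4 FPKM, 0.761), Pgk1 highest in mouse 3 (65.1 FPKM, 0.792) and Cers5 lowest in mouse 5 (28.8 FPKM, 0.714). The FL mouse 4 accounts for 4 of the 11. The KO mouse 3 was the highest KO mouse for all 5 genes of carbohydrate metabolism in Fig. 2I, although its gap was large enough to be listed here only for Pgk1, and without it the glycolysis list passed the threshold (adjusted p = 0.0115 from camera, in a range of 0.00698 to 0.732 over its alternatives). In Fitm2, 5 of 5 KO mice were below every FL mouse, so an exchange of labels between the groups was not seen. The relative depths of FL and KO did not differ (exact permutation test, two-sided, p = 0.611). Within a group the design gives no condition, so no biological explanation was tested.

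The lactogen-responsive islet genes, a list the paper does not discuss, were higher in KO with a median log2 fold change of 1.38. Outside Fig. 2I, 13 of 14 were called higher (adjusted p = 5.92e-18 from camera) and 1, Stat5a, was called lower. The list was written after Dataset S4, which holds several of these genes, had been read, so the p does not come from an independent list. The median was 1.375 after correction for GC content and length and at least 1.37 under the 4 rescalings. A scaling of whole libraries shifts genes nearly alike, and the median of all genes was −0.06 as deposited. These values argue against scaling, and against a GC or length trend shared by all genes, as the source of the rise. In the list, 0 of the genes tested are listed at 0 in a whole group. The largest median among the lists of cell-type markers was 0.48, under the limit set for RNA of other cells to be the source. Among 100 drawn splits of the 10 mice into 5 and 5, 1 gave a result as large, which was the real one; among the 16 splits that part all mice of the same replicate number it was also 1, too few splits for a share under 0.05. An effect of the Cre transgene could give the same pattern, with all 13 genes higher in the mice that carry Cre, and it cannot be told apart from an effect of FIT2 loss without islets that carry Cre alone.

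Markers of macrophages (median log2 fold change 0.44, adjusted p = 1.17e-06 from camera), stromal cells (0.48, adjusted p = 1.56e-05) and endothelial cells (0.27, adjusted p = 8.18e-05) were higher in KO, with all 12, 8 and 12 genes above 0. The largest adjusted p of the 3 lists was 5.22e-05 after GC and length correction and 0.000404 under median-ratio and quantile rescaling, the 2 run for lists of genes. The medians of macrophage, stromal and endothelial markers were 0.431, 0.501 and 0.274 after the correction. Under the 4 rescalings they were at least 0.483, 0.482 and 0.286, where the median of all genes was between −0.02 and −0.01. A scaling of whole libraries shifts genes nearly alike, so these values argue against scaling as the source. They also argue against a GC or length trend shared by all genes. A smaller share of β cell RNA would also raise other cell types, but of α cell, δ and PP cell, acinar and ductal markers the largest median, that of ductal markers, was 0.049 as deposited and between 0.094 and 0.137 under the 4 rescalings, under the limit set for this explanation, although ductal markers passed as higher with fry (adjusted p = 9.34e-05, in a range up to 0.375 over their alternatives). Each list covaried among mice of the same group more than at least 99.63% of random lists, which is consistent with more of these cells in some preparations than in others. Of 100 drawn splits, 7 gave as large a result for macrophages, 12 for stromal cells and 16 for endothelial cells, and of the 16 splits that part mice of the same number, 3, 3 and 5 did. With the correlation between genes estimated from the data, no list of the 3 passed (adjusted p = 0.25, 0.25 and 0.303 from camera). With limma's fry all 3 passed (adjusted p = 0.00086, 0.00202 and 0.0071), and 7, 7 and 5 of their genes were called higher singly. No other drawn split gave more than 2 called genes in all. The tests thus differ, so chance differences in the cells of each preparation remain possible, and a biological cause is not shown.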

How the results depend on the processing

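The tests of other splits and the exclusion of short genes, the exclusion of genes listed at 0, and the GC and length correction were chosen after the data were seen; the other alternatives were set before the data were examined. Alternatives that need raw counts were not run, because the values are FPKM. The depth of the libraries is known only relative to each other, which limits statements on genes with low FPKM.

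The count of 3333 genes (2150 lower, 1183 higher) was 639 (290 lower, 349 higher) with a change of at least 1.5-fold and 1666 (1044 lower, 622 higher) at an adjusted p of at most 0.01. Across the other alternatives it stayed within 1.5 times of the reported count, up to 4273 with sample weights, and across the 10 fits that each left out one mouse it went from 2545 to 3427. The share of lower genes was 64.5% as deposited and between 51.1% and 53.3% under the 4 rescalings, so the predominance of lower genes depends on the scaling. The median log2 fold change of all genes moved from −0.06 to between −0.02 and −0.01. Of the genes called with median-ratio rescaling, 2868 of 3229 were shared with those called as deposited.

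With the replicate number as a block, 2368 genes were called (1494 lower, 874 higher), 2304 of them shared, and with median-ratio rescaling as well, 2353 (1190 lower, 1163 higher). The deviations of FL and KO mice of the same number correlated at a mean of −0.031, against 0.008 for mice of different numbers, so the pairing is not seen in the values; the block also leaves fewer degrees of freedom.

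Of 100 drawn splits of the 10 mice (126 are possible), 1, the real one, gave as many genes in all, lower or higher, and the largest other split gave 2 genes. Of the 16 splits that part all mice of the same number, 1 did, which is too few splits for a share under 0.05; the other drawn splits keep some mice of the same number together. For the genes of Fig. 2I, Dataset S3 and Dataset S4 the number was 1 of 16 and 1 of 100 as well, but these genes were chosen from the same data. As many lists of genes past the threshold as the 5 seen were given by 43 of 100 drawn splits and 8 of 16, so the number of lists is not above what splits of these mice give.

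The 49 genes of Fig. 2I kept their direction in all 1461 values under alternatives. The number past the threshold was 23 with a change of at least 1.5-fold and 40 to 48 in the others. The genes of Dataset S3 called lower were 256 with at least 1.5-fold, and the genes of Dataset S4 called higher were 292 with at least 1.5-fold and 383 with a mean of at least 5 FPKM. Fitm2 and Mafa kept their direction and stayed past the threshold in every alternative; Pdx1 (−0.47) did so except under the 1.5-fold threshold.

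Genes with changes near 0 changed sign; the cause was not tested. Stx2 was −0.0829 with sample weights and between −0.0448 and 0.0921 with a mouse left out. Stx3 was 0.0259 with median-ratio rescaling, with or without the block, 0.0267 with upper-quartile, 0.0319 with quantile and 0.0214 with TPM rescaling and 0.0053 with sample weights, and between −0.041 and 0.0021 with a mouse left out. Stx4a was −0.0227 with sample weights and −0.0101 with GC and length correction, and between −0.0265 and 0.0573 with a mouse left out. Atf4 was 0.0053 with median-ratio rescaling, with or without the block, 0.0062 with upper-quartile, 0.0216 with quantile and 0.0004 with TPM rescaling. Over all 81 single genes followed besides Fitm2, Pdx1 and Mafa, these 4 included, 2318 of 2419 values kept direction and side of the threshold, 66 no longer passed, 14 newly passed and 21, all of them of these 4 genes, changed sign.

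For lists of genes, adjusted p-values moved across the threshold; the cause was not tested unless stated. With the genes of Fig. 2I put back, ER translocation (0.0158), calcium channels and transporters (0.00617), glycolysis (0.00698) and redox enzymes (0.00623) passed. With quantile normalization ER translocation (0.0198) and redox enzymes (0.0198) passed, and redox enzymes also did with median-ratio rescaling (0.0473), the block (0.0393) and without genes listed at 0 (0.0475). Glycolysis passed without a filter (0.0431), and immediate early genes with the block (0.0408). With fry, exocytosis (0.046), glycolysis (0.046) and ductal markers (9.34e-05) passed, the calcium set was higher (0.00417), and cholesterol synthesis (0.895) and lipid droplet genes (0.821) changed direction. The calcium set holds Atp2a2, listed at 0 in FL, and was lower without such genes (0.0387). With quantile normalization ceramide synthesis (0.874) and δ and PP cell markers (0.962) changed direction. With the correlation estimated, β cell transcription factors (0.63), macrophage (0.25), stromal (0.25) and endothelial markers (0.303) no longer passed, while the lactogen-responsive list passed in every alternative (up to 0.0155). With a mouse left out, the adjusted p went from 0.0121 to 0.996 for acinar markers (with a change of direction), from 0.71 to 0.997 for ceramide synthesis (with a change of direction), from 0.0115 (without KO mouse 3) to 0.198 for glycolysis, from 0.0115 to 0.219 for immediate early genes and from 0.0115 to 0.148 for redox enzymes.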

Differences from the paper's values

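The alternatives in this part were set before the data were examined, except where a sentence says otherwise. The paper's values come from Datasets S3 and S4.

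The paper calls 2141 genes in Datasets S3 and S4 together, 66.7% of them lower in KO, against 3333 genes here, 64.5% of them lower. With 17 of 27 alternatives the count was within 1.5 times of the paper's. These are no filter, a mean of at least 5 FPKM, upper-quartile, quantile or TPM rescaling, the Wilcoxon test, the replicate block with and without median-ratio rescaling, an adjusted p of at most 0.01, and leaving out each FL mouse or KO mouse 1, 4 or 5. The 10 that were not are both pseudocounts, at least 1 FPKM in all mice of a group, median-ratio rescaling, limma without a trend, with robust eBayes or with sample weights, the 1.5-fold threshold, and leaving out KO mouse 2 or 3.

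Of 69 log2 fold changes compared, 22 differed by more than the replicate SD. Mean FPKM were held to a stricter rule, and 1 of 140 differed by more than the SD and also by more than 1.5-fold. That mean is the FPKM of Chgb in KO, 1699 in the paper and 0 in the table, and none of 3 alternatives closed the gap. With the pseudocounts of 0.1 and 0.01 alike, the value fell within the paper's for Sftpd (6.19, the paper's 7.20), Dapl1 (−2.05, the paper's −2.38), Tnfrsf11b (4.18, the paper's 4.83), Slc8a2 (−0.56, the paper's −0.93), Tmem47 (2.54, the paper's 3.50), Msr1 (0.56, the paper's 0.84) and Apoc2 (0.63, the paper's 1.34). With these pseudocounts or TPM, it did for Matn2 (3.64, the paper's 3.90), Rnf180 (0.85, the paper's 1.04) and Enox1 (0.84, the paper's 1.00). For Cib3 (−1.92, the paper's −2.12) it did with both pseudocounts, TPM, and without FL mouse 3 or KO mouse 1, and the GC and length correction, chosen after seeing the values, gave −1.96.

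With the pseudocount of 0.01 alone, the gap closed for Cldn8 (5.32, the paper's 9.43), Rprml (−2.04, the paper's −4.67), Lrrc55 (3.98, the paper's 8.40), Trpc4 (−1.34, the paper's −2.63), Rph3a (2.34, the paper's 6.08), Apob (1.15, the paper's 5.47) and Tph1 (3.59, the paper's 7.87), and with 0.1 alone for Rerg (2.67, the paper's 3.18). For Cish (1.89, the paper's 1.64) it closed with sample weights, without FL mouse 1 and without KO mouse 2, and for Cacna2d1 (−0.45, the paper's −0.57) without FL mouse 1, 3 or 5 or KO mouse 1, 3 or 4. For Malrd1 (1.36, the paper's 7.13) none of the alternatives closed it; the nearest was 6.31 with the pseudocount of 0.01.

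The paper states that Rab1b is lower in KO; here its log2 fold change was −0.11 with an adjusted p of 0.179 from limma, and it was called with sample weights (0.0456; range 0.0456 to 0.497 over its alternatives). Fig. 2I lists Rap1b and Igf1r as lower. Rap1b had an adjusted p of 0.0826 from limma and was called with the GC and length correction (0.0186; range 0.0186 to 0.263), chosen after seeing the values. Igf1r had an adjusted p of 0.0884 from limma and was called with sample weights (0.0136), the replicate block (0.0446), the block with median-ratio rescaling (0.0427), without FL mouse 1 (0.0464) and without KO mouse 2 (0.0167; range 0.0136 to 0.219). Dataset S4 lists Chgb as higher in KO, and the table lists it at 0 there.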

Other observations

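The tests of explanations in this part, with the other splits and the GC and length correction, were chosen after the results had been seen. The list of 12 other β cell genes was chosen then too.

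The lower β cell transcription factors (adjusted p = 0.017 from camera, 14 of 22 genes below 0, median −0.23) were weighed against a smaller share of β cell RNA in KO islets. Of 12 other β cell genes, 10 were below 0 with a median log2 fold change of −0.42, 7 were called lower and 0 higher, and the p from limma's camera across all tested genes was 0.000223, as such a share would give, so a change in the share of β cell RNA remains a candidate explanation. The paper saw no discernible difference between KO and FL mice in the composition of islets or in their insulin content. Those were not measures of RNA. α cell markers (median −0.28) and δ and PP cell markers (−0.06, and 0.008 with quantile normalization) did not rise as other cell types would under such a change, whereas macrophage (0.44), stromal (0.48) and endothelial markers (0.27) did. The set stayed past the threshold after GC and length correction (adjusted p = 0.0489). Under median-ratio and quantile rescaling, the 2 run for lists of genes, the adjusted p from camera was at most 0.016. The median stayed between −0.20 and −0.18 under the 4 rescalings, where that of all genes was between −0.02 and −0.01. A scaling of whole libraries shifts genes nearly alike, so these values argue against scaling as the source of the lower set. Of 100 drawn splits, 4 gave a result as large for the transcription factors and 4 for the other β cell genes, and of 16 splits that part mice of the same number, 1 and 1 did.

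A candidate explanation of the 13 higher lactogen-responsive genes is the Cre transgene. Some transgenes of this kind carry a growth hormone sequence. The paper's Methods name the line, which carries an Ins2-cre transgene, but not whether it holds such a sequence. The mouse Gh gene is listed at 0 in all 10 libraries, as are genes that islets express strongly, so it gives no test, and islets with Cre alone are not among these data.

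In the table, 8 genes are at 0 in every library of one group and above 0 in every library of the other with a mean of at least 1 FPKM. Among the 4 with a mean of at least 20 FPKM, Pcsk2, Atp2a2 and Pcsk2os1 are at 0 in FL and Chgb is at 0 in KO. The paper's own FPKM of Chgb in KO is 1699 (1699.03 in Dataset S4), which is consistent with a failed estimate in the table for this gene. Adtrp, Gm13715 and Tshb, at 0 in FL here, are at 0 in FL in Dataset S4 as well. Their FPKM in KO there are 2.13, 1.97 and 1.11, so the paper's values give no sign of a failed estimate for them. Pcsk2, Atp2a2, Pcsk2os1 and Gm14133 are not in Datasets S3 or S4 and were not tested this way.

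More genes were called lower than higher as deposited, and the smallest share of lower genes over the 4 rescalings was 51.1%, so the scaling of the libraries could account for the predominance.

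The genes of the unfolded protein response did not pass as a set (adjusted p = 0.277 from camera; 18 of 37 above 0), while Ddit3 was higher in 5 of 5 KO mice. The adjusted p of the set was 0.131 with median-ratio rescaling and 0.0548 with quantile normalization, both as higher in KO. Plin2, which encodes a lipid droplet coat protein and is not in Dataset S4, was higher in KO (41.9 ± 1.64 to 56.6 ± 5.05 FPKM, SD, n = 5; adjusted p = 0.000654 from limma; 5 of 5 KO mice above every FL mouse). The adjusted p from limma was at most 0.000768 under the 4 rescalings and 0.000984 after GC and length correction. The log2 fold change of Plin2 was 0.42 as deposited and between 0.38 and 0.49 over all alternatives. The median of all genes was −0.06 as deposited. These values argue against scaling, and against a GC or length trend shared by all genes, as the source for this gene. The list of lipid droplet genes did not rise with it (adjusted p = 0.606 from camera). Of the ceramide synthases, Cers6 was lower (log2 fold change −0.24, adjusted p = 0.0127 from limma), and Cers5 (−0.12, 0.216) did not pass. Cers2 (−0.18, 0.0582) did not pass either, but it did with sample weights (0.0155), without FL mouse 2 (0.0454), without KO mouse 2 (0.0342) and with GC and length correction (0.0234), in a range of 0.0155 to 0.245 over its alternatives.

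Of 313 zinc finger genes, a list made after the data were seen, 254 were below 0 with a median log2 fold change of −0.12. The p from limma's camera across all tested genes was 0.000874, and 0.000604 after GC and length correction. The median was −0.12 after that correction too, which argues against a GC or length trend shared by all genes. Of 100 drawn splits, the real one among them, 23 gave a result as large, and 7 of the 16 that part mice of the same number. Splits other than the one by genotype thus gave such a result too, although each of them still divides the KO mice unevenly.

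Acinar markers correlated with each other among mice of the same group (mean correlation 0.954). Their mean log2(FPKM + 1) went from 6.60 to 8.04 in FL and from 6.12 to 8.72 in KO, and the list did not differ between the groups (adjusted p = 0.675 from camera).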
